# Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease

**DOI:** 10.3389/fendo.2021.780617

**Published:** 2021-12-07

**Authors:** Yunchen Luo, Zhijian Zhang, Liping Xiang, Bing Zhou, Xuejiao Wang, Yi Lin, Xiaoying Ding, Fang Liu, Yan Lu, Yongde Peng

**Keywords:** fructose, lipid metabolism, non-alcoholic fatty liver disease, N6-methyladenosine, RNA methylation

## Abstract

Improvements in living standards have led to non-alcoholic fatty liver disease (NAFLD), one of the most common chronic liver diseases worldwide. Recent studies have shown that N6-methyladenosine (m6A), a type of RNA modification, is strongly associated with many important biological processes. However, the relationship between m6A methylation modifications and NAFLD remains poorly understood. In the present study, through methylated RNA immunoprecipitation sequencing and RNA transcriptome sequencing in high fructose diet-induced NAFLD mice, we found that hypermethylation-encoding genes were mainly enriched in lipid metabolism processes. We identified 266 overlapping and differentially expressed genes (DEGs) that changed at both the mRNA expression level and m6A modification level. Among them, 193 genes displayed increased expression and m6A modification, indicating that m6A RNA modifications tend to be positively correlated with NAFLD. We further compared the high fructose diet-induced NAFLD mouse model with leptin receptor-deficient mice and found that DEGs enriched in the lipid metabolism pathway were up-regulated in both groups. In contrast, DEGs associated with the immune inflammatory response were up-regulated in the high fructose diet group, but down-regulated in leptin receptor-deficient mice. Taken together, our results demonstrate that m6A methylation modifications may play an important role in the development of NAFLD.

## Introduction

Rapid changes in lifestyles have led to an increased prevalence of metabolic syndrome. Indeed, the manifestation of metabolic syndrome in the liver, non-alcoholic fatty liver disease (NAFLD), has become the most common chronic liver disease worldwide. NAFLD includes a series of clinical features, from simple liver steatosis and non-alcoholic steatohepatitis (NASH) to liver fibrosis, cirrhosis and hepatocellular carcinoma (1). The current global prevalence of NAFLD is approximately 25.2%, and is expected to increase in the future. Meanwhile, among NAFLD patients, the prevalence of NASH diagnosed by liver biopsy with clinical signs and symptoms is as high as 59%, while the prevalence of asymptomatic NASH is approximately 7%–30% (2).

The main manifestation of NAFLD is the excessive deposition of triglycerides (TGs) in the liver. Steatosis occurs when the input rate of fatty acid synthesis (*de novo* lipogenesis (DNL) and fatty acid uptake) exceeds the output rate of fatty acids (fatty acid oxidation and very low-density lipoprotein transport) (3). DNL is a complex metabolic reaction that enables the liver to synthesize new fatty acids from acetyl-CoA. In this process, the two key transcription factors are sterol regulatory element binding protein 1c (SREBP-1c) and carbohydrate response element binding protein (ChREBP). Most of the fatty acid synthesis rate-limiting enzymes, including fatty acid synthase (FASN), acetyl CoA carboxylase 1 (ACC1) and stearoyl-CoAdesaturase1 (SCD1), are transcriptionally activated by these two transcription factors (4). Fatty acid uptake by the liver is dependent on fatty acid transporters, including fatty acid transport protein and cluster of differentiation 36 (CD36) (5). In contrast, fatty acid oxidation is mainly regulated by the peroxisome proliferator-activated receptor (PPAR) alpha and its downstream key enzymes, including medium-chain acyl-CoA dehydrogenase, acyl-CoA oxidase and carnitine palmitoyl transferase (6). Very low-density lipoprotein transport is a complex lipoprotein particle that converts insoluble TG into a water-soluble form, which is then exported from the liver and transported to peripheral tissues (3).

Many risk factors have been linked to the pathogenesis of NAFLD. Fructose intake is considered to be a key factor in the development of NAFLD and has been reported to induce liver lipid deposition in humans (7) and experimental animals (8). Fructose is both a substrate and activator of DNL through the activation of several key transcription factors, such as SREBP-1c and ChREBP (9). Fructose can also induce mitochondrial dysfunction and promote oxidative stress through the production of reactive oxygen species and lipotoxicity associated with liver lipid metabolism disorders (10). Furthermore, under the continuous stimulation of fructose, endoplasmic reticulum stress promotes the activation of transcription factors such as Janus kinase and Nuclear Factor κB, which play an important role in the progression of NAFLD (11). However, the molecular mechanisms underlying high fructose intake-induced NAFLD remain unclear.

N6-methyladenosine (m6A), one of the most abundant modifications in mammalian mRNA, regulates various aspects of RNA metabolism including RNA maturation, splicing, transport, folding, translation, and decay (12–15). m6A modification is a dynamic and reversible process, which is regulated by m6A methyltransferases (also known as “writers”) and demethylases (also known as “erasers”). The typical m6A methyltransferase complex is mainly composed of methyltransferase 3 (METTL3), METTL14 and Wilm’s tumor 1-associated protein (16). m6A methylation modifications can be removed by demethylases, which mainly include obesity-related proteins such as fat mass and obesity associated protein and ALKB homolog 5 (ALKBH5) (17, 18). In addition, m6A is bound by m6A recognition proteins (also known as “readers”), including the YT521-B homology (YTH) domain family, insulin-like growth factor 2 mRNA-binding proteins and heterogeneous nuclear ribonucleoproteins (19). Recent studies have shown that m6A methylation is involved in many important biological events and human diseases, such as cancer pathogenesis (19), hematopoiesis dysfunction (20), immune system responses (21), cardiovascular diseases (22) and neurological diseases (23). In addition, our recent study found that RNA methylation could regulate hepatic TG metabolism and participate in the obesity-associated NAFLD (24). However, whether RNA methylation is involved in NAFLD caused by high fructose consumption is still unclear.

In the present study, through methylated RNA immunoprecipitation sequencing (MeRIP-Seq) and RNA transcriptome sequencing (RNA-Seq) analysis, we demonstrate that m6A RNA methylation plays an important role in the regulation of high-fructose diet (HFrD)-induced NAFLD. By comparing leptin receptor-deficient (*db/db*) mice and HFrD mice, we further show that the differentially expressed genes (DEGs) enriched in the lipid metabolism pathway are up-regulated in both groups, while DEGs enriched in the immune inflammatory response are up-regulated in HFrD mice and down-regulated in *db/db* mice.

## Materials and Methods

### Animal Experiments and Sample Collection

Male C57BL/6J mice aged 10-11 weeks were purchased from the Shanghai Laboratory Animal Company (SLAC, Shanghai, China). Eight-week-old *db/db* mice were purchased from Nanjing Biomedical Research Institute of Nanjing University (NBRI, Nanjing, China). All mice were kept at a temperature of 21 ± 1°C, a humidity of 55% ± 10%, and in a 12-hour light/dark cycle. HFrD containing 10% kcal from fat, 70% kcal from carbohydrate, and 20% kcal from protein were purchased from Research Diets (D08040107, Research Diets, USA). C57BL/6J mice were fed normal diet (ND) or HFrD for two weeks, then liver tissues were collected and stored in liquid nitrogen or fixed for pathological staining. The paraffin-embedded tissue is used for sectioning and H&E staining. Frozen sections were used for oil red O staining. Blood samples were collected and centrifuged at 3000×g for 15 minutes at 4°C to collect plasma.

### Liver Triacylglycerol Assay and Biochemical Analysis

The plasma levels of TG and total cholesterol (TC), alanine aminotransferase (ALT), and aspartate aminotransferase (AST) in the liver were determined using a commercial kit (Kehua, Shanghai, China) according to the manufacturer’s instructions. For liver triacylglycerol determination, liver tissue (~100 mg) was homogenized in 1 ml 5% NP40. The homogenized mixture was then heated in a water bath for 2–5 minutes at 95°C, and centrifuged at 15000×g for 15 minutes. The supernatant was collected and the triglyceride quantification kit (BioVision, Milpitas, USA) was used to determine the TG concentration.

### RNA Isolation and Real-Time PCR Analysis

Total RNA was extracted from the liver using TRIzol (Invitrogen, CA, USA) according to the manufacturer’s instructions. rRNA was removed from the total RNA (1 μg) using the Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. RNA was reverse transcribed to cDNA using a reverse transcription assay kit (Life Technologies, Carlsbad, CA, USA). mRNA expression was determined using the SYBR Green PCR Mix (Thermo Fisher Scientific, Waltham, MA, USA). Gene expression was normalized to β-actin expression, and data were analyzed using the 2^−ΔΔCt^ method.

### Protein Extraction and Western Blots

Tissues are homogenized in Radio-Immunoprecipitation Assay buffer containing a mixture of protease and phosphatase inhibitors. The protein concentration was detected by the BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA), followed by SDS-PAGE electrophoresis to separate the protein and transfer it to a PVDF membrane (Millipore, Bedford, MA, USA). The membranes were incubated with the primary antibody (anti-FASN antibody (CST, #3180), anti-ACC1 antibody [CST, #4190), anti-GAPDH antibody (Santa Cruz, sc-32233)]. Use Image J for quantification of immunoblotting.

### MeRIP-m6A-Seq, RNA-Seq and Data Analysis

The MeRIP-m6A-Seq and RNA-Seq service was provided by Cloudseq Biotech Inc. (Shanghai, China). Briefly, m6A RNA immunoprecipitation (IP) was performed with the GenSeq™ m6A-MeRIP Kit (GenSeq Inc., China) following the manufacturer’s instructions. Both input samples without IP and m6A IP samples were used to generate the RNA-seq library using the NEBNext^®^ Ultra II Directional RNA Library Prep Kit (New England Biolabs, Inc., USA). The library quality was evaluated using the BioAnalyzer 2100 system (Agilent Technologies, Inc., USA). Library sequencing was performed on an Illumina NovaSeq 6000 instrument with 150 bp paired-end reads. Briefly, paired-end reads were harvested from the Illumina NovaSeq 6000 sequencer, and were quality controlled by Q30. After 3’ adaptor-trimming, low quality reads were removed using Cutadapt software (v1.9.3). Clean reads of all libraries were then aligned to the reference genome (MM10) using Hisat2 software (v2.0.4) (25). Methylated sites on RNAs (peaks) were identified by MACS software (26). Differentially methylated m6A sites (DMMSs) were identified by diffReps (27). Peaks identified by both software that had overlapping mRNA exons were determined and selected by home-made scripts. Using a fold change > 2 and P value < 0.00001, DMMSs were identified, and Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of overlapped differentially methylated genes was carried out. Visualization of DMMS alignment was performed through the Integrative Genomics Viewer (IGV, http://www.broadinstitute.org/igv/) according to the manufacturer’s instructions. We have uploaded the RNA-Seq data and MeRIP-Seq data in the GEO. The accession numbers are GSE184813 and GSE184814, respectively.

### Statistical Analysis

Data are expressed as mean ± SEM and were analyzed using Student’s t test in the SPSS Statistics v20.0. P values < 0.05 were considered to be statistically significant.

## Results

### General Characteristics of m6A Methylation in the Livers of HFrD and ND Mice

We found that after feeding for 2 weeks, no significant changes in the weight of HFrD mice were observed compared to the control mice. However, the liver weight and liver weight/body weight ratio, as well as the liver TG levels were significantly increased in the HFrD group. Plasma TC, ALT, and AST levels were also significantly increased. The hepatic lipid accumulation was also confirmed by liver H&E and oil O red staining. Moreover, HFrD-induced liver steatosis and injury have also been observed in previous studies (28, 29). Therefore, our data demonstrated that we had successfully established a model of NAFLD in mice (**Figure 1**).

**Figure 1:**
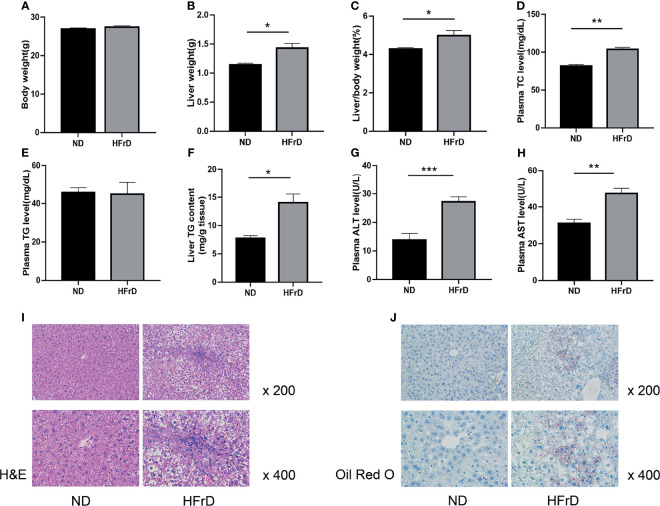
C57BL/6J mice fed a high-fructose diet for 2 weeks can induce NAFLD. **(A)** Body weight. **(B)** Liver weight. **(C)** Liver weight/body weight. **(D)** Plasma TC concentration. **(E)** Plasma TG concentration. **(F)** liver TG concentration. **(G)** Liver ALT concentration. **(H)** Liver AST concentration. **(I)** Liver HE staining and **(J)** Oil Red O staining. n=6 per group. *p < 0.05; **p < 0.01; ***p < 0.001.

The liver tissues of HFrD and ND mice were analyzed by MeRIP-seq. The Venn diagram revealed that there were 16228 m6A peaks overlapping between the two groups. In addition, 12203 non-overlapping m6A peaks were observed in the HFrD mice. Finally, 6073 overlapping m6A-modified mRNAs were found in both groups, while 621 non-overlapping m6A-modified mRNAs were observed in the HFrD mice (**Figures 2A, B**)

**Figure 2:**
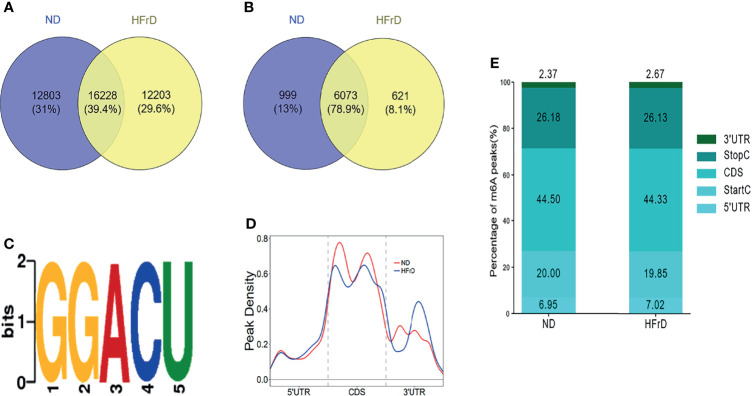
Overview of m6A methylation in the livers of HFrD and ND mice. **(A)** The overlap and difference of m6A peaks between HFrD and ND mice. **(B)** The overlap and difference of m6A modified genes between the two groups. **(C)** Compared with the control group, a common motif enriched in the m6A peak in the mRNA identified in the HFrD group. **(D)** The distribution of m6A peaks in the length of mRNA between HFrD and ND mice. **(E)** A stacked column chart showing the percentage of m6A peaks in five transcription fragments. The m6A peak is most enriched in the coding sequence fragments.

We used DREME software (version: 4.12.10) to determine whether the m6A peaks identified in this study contained the RRACH sequence (R, purine; A, m6A; and H, non-guanine bases). Of the approximately 1000 m6A peaks analyzed, the GGACU motif sequence was found to be the most common. This strengthened the reliability of the m6A peaks, suggesting that m6A methylation plays an important role in NAFLD (**Figure 2C**). Next, the profile of the m6A peaks over the entire transcriptome was evaluated. Interestingly, we found that during the development of NAFLD, the m6A peaks were almost always distributed in the stop codon region, the coding sequence (CDS) and start codon region (**Figure 2D**).

In order to further investigate the specific location of m6A methylation on mRNA transcripts, the peaks were divided into five transcription fragments: 5’untranslated region (UTR); start codon fragment (400 nucleotides centered on the start codon); CDS; stop codon fragment (400 nucleotides centered on the stop codon); and 3’UTR. We found that the m6A peaks were mainly enriched in the CDS (44.33%–44.5%) and 3’UTR regions (26.13%–26.18%), consistent with previous studies (**Figure 2E**).

### Distribution and Biological Function of Differentially Methylated m6A Sites in HFrD and ND Mice

In total, 786 DMMSs were identified among m6A-modified mRNAs, of which 74.17% (583/786) were significantly up-regulated methylation sites (HFrD *vs* ND) under the threshold of |log2FC| >2 and p-value < 0.0001. **Tables 1** and **2** show the top ten up and down m6A methylation sites with the highest fold change in HFrD-induced NAFLD.

**Table 1:** Top ten hypermethylated peaks in HFrD induced NAFLD mice.

Chromosome	txStart	txEnd	GeneName	Foldchange
chr15	84112355	84112400	Pnpla5	288.8
chr9	99620199	99620460	A4gnt	145.8
chr2	129285621	129286100	Ckap2l	117.6
chr6	113758918	113759020	Atp2b2	100.5
chr7	45620161	45620500	Fut1	78.5
chr1	88247747	88247843	Mroh2a	70.7
chr19	4084877	4084908	Cabp2	58.9
chr7	46754021	46754314	Saa2	56.6
chr7	46751832	46751864	Saa2	54.9
chr6	113842641	113842645	Atp2b2	54.6

**Table 2:** Top ten hypomethylated peaks in HFrD induced NAFLD mice.

Chromosome	txStart	txEnd	GeneName	Foldchange
chr5	146833341	146833640	Rpl21	61.7
chr5	145694481	145694602	Cyp3a41a	50.3
chr5	145559081	145559217	Cyp3a41a	46.1
chr18	39373741	39373980	Arhgap26	24.1
chr16	22436201	22436288	Etv5	19.6
chr12	104266621	104266718	Serpina3i	19.2
chr17	26962913	26963087	Syngap1	13.7
chr8	48277666	48277680	Tenm3	12.5
chr7	92636821	92637142	Ankrd42	10.3
chr8	104839421	104839660	Ces2b	10.1

All DMMSs in mRNA were located on chromosomes and their distribution maps were obtained. The four chromosomes with the most DMMSs were 1 (72), 11 (72), 4 (58), and 5 (57). However, when the number of DMMSs carried by chromosomes was normalized by the length of their respective chromosomes, the four chromosomes with the highest relative density of DMMSs were 19, 11, 7, and 5 (**Figures 3A–C**). The volcano plot and cluster analysis data revealed that there was a significant difference in the m6A methylation patterns between the HFrD and ND groups (**Figures 3D, E**).

**Figure 3:**
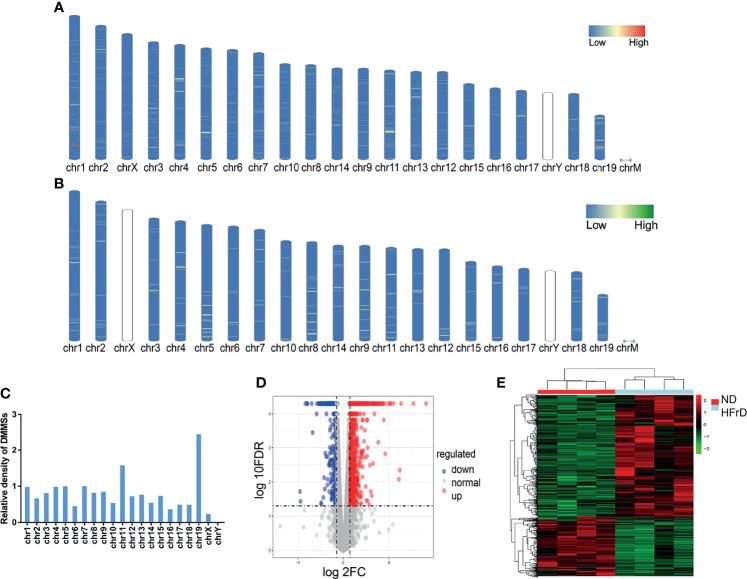
Distribution of differentially methylated m6A sites in HFrD and ND mice. The chromosome distribution of all hypermethylated m6A sites **(A)** and hypomethylated m6A sites **(B)** in mRNA between HFrD and ND mice. **(C)** The relative occupancy of different m6A methylation sites on each chromosome is normalized, according to the length of their respective chromosomes. **(D)** The volcano blot shows the distribution of differentially methylated m6A sites between HFrD and ND mice. **(E)** The heatmap shows the different m6A modification patterns between HFrD and ND mice.

In order to reveal the potential functions of genes encoding differential m6A sites in NAFLD, we selected these genes for functional enrichment analysis. In biological processes (BP), we found that mRNAs hypermethylated m6A sites were significantly enriched in the immune system processes. In cellular components (CC), these mRNAs were mainly enriched in the cytoplasm. In molecular functions (MF), these mRNAs were significantly associated with protein binding (**Figures 4A–C**).

**Figure 4:**
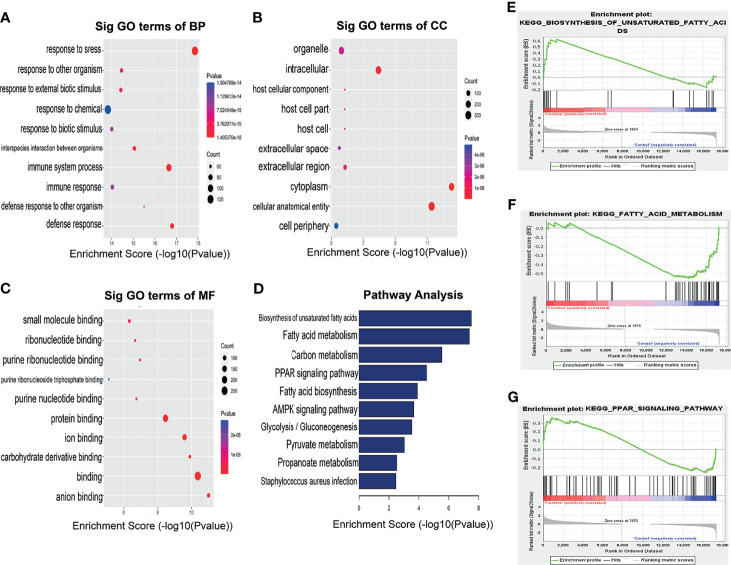
Biological function of differentially methylated m6A sites in HFrD and ND mice. GO analysis of differentially methylated m6A sites in **(A)** biological process (BP), **(B)** cellular component (CC), **(C)** molecular function (MF) categories. **(D)** KEGG analysis of differentially methylated m6A sites between HFrD and ND mice. **(E–G)** GSEA analysis of genes enriched in lipid metabolism pathways at m6A hypermethylation sites in HFrD mice.

KEGG pathway analysis and Gene Set Enrichment Analysis revealed that the genes with m6A hypermethylation sites in the HFrD group were enriched in lipid metabolism pathways, including unsaturated fatty acid synthesis, fatty acid metabolism and PPAR signaling pathways, indicating that m6A methylation is closely associated with these signaling pathways (**Figures 4D–G**).

### Comprehensive Analysis of MeRIP-Seq and RNA-Seq Data in HFrD and ND Mice

We combined MeRIP-seq and RNA-seq data and found that a total of 266 overlapping significantly DEGs had changes in both mRNA levels and m6A modification levels. Furthermore, of these 226 DEGs, 193 showed increases at the same time, indicating that these genes may be involved in the regulation of mRNA expression of m6A modified genes (**Figure 5A**). 

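RNA-Seq was performed on liver RNA of 4 mice fed the ND (ND mice 1, 3, 6 and 7) and 4 mice fed the HFrD (HFrD mice 1, 2, 5 and 7). The animals were male mice of C57BL/6J, an inbred strain, bought at 10 to 11 weeks of age, and the diets were given for 2 weeks before the livers were taken. Each library is 1 mouse sample in the paper. Both the paper and the submitters' labels give removal of ribosomal RNA. For the libraries, the paper gives the NEBNext Ultra II Directional kit, whereas the labels give a TruSeq stranded kit. The authors trimmed the reads with Cutadapt (v1.9.3) and aligned them to mm10 with Hisat2 (v2.0.4), and the submitters' processing notes also name Cufflinks and Cuffdiff. The deposited values are the authors' FPKM, that is fragments per kilobase of transcript scaled to the fragments of each library, for 22564 protein-coding genes. Read counts were not used here, so the absolute depth is unknown. The depth relative to ND mouse 1 was estimated from the commonest ratio of FPKM to that mouse over genes with low FPKM. Between 58 and 72 genes lay at that ratio in each other library. The estimate was 1.13 to 1.49 in the HFrD libraries (median 1.30) and 0.991 to 1.17 in the ND libraries (median 1.08). Between 14053 and 14392 genes had a value above 0 in the HFrD libraries, and between 13755 and 13973 in the ND libraries. The FPKM values were taken as log2(FPKM + 1), and the 11476 genes with a mean of at least 0.5 FPKM were tested with limma, which fits a linear model to each gene and shares the estimate of the spread across genes. Adjusted p values are those of Benjamini and Hochberg over these genes, and genes at an adjusted p under 0.05 were counted as changed. A fold change on the log2(FPKM + 1) scale understates the change of genes with low FPKM. For single genes, an exact two-sided permutation test over the 70 ways to divide the 8 mice was added, whose smallest p is 0.029. In simulated data with the means and spreads of these 11476 genes, this HFrD against ND comparison recovered 26.0% of 50 genes changed by 0.5 on the log2 scale, 90.0% of 50 changed by 1 and 98.0% of 50 changed by 2. Lists of genes of 37 pathways and cell types were fixed before the data were examined, and 36 of them could be tested against all other genes with limma's camera at a preset correlation of 0.01 between genes. With a correlation estimated for each list, 2 of the 22 lists called by camera kept their call, those of drug conjugation and of male-biased liver genes. Members of several lists, these 2 among them, are named as changed in HFrD mice in the paper's tables. Although fixed beforehand, the lists are therefore not independent of the paper's results on these libraries.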

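In HFrD livers, mRNA of the acute phase protein gene *Saa2*, the fatty acid binding protein gene *Fabp5* and the acetylcholine receptor subunit gene *Chrna4* was higher than in ND livers, and mRNA of the selenium binding protein gene *Selenbp2* was lower. These belong to 20 genes that the paper selected for changes of both m6A and mRNA (Supplementary Table S1). In 6 rows of that table, among them those named *Tsku* and *Lifr*, the peak position and mRNA fold are those of another gene. Whether the genes named there were the ones selected is therefore uncertain. Of the 20 named genes, 9 were higher and 3 were lower in HFrD livers at an adjusted p under 0.05 in limma, and 8 did not pass. The paper's limit is an unadjusted p under 0.05, which 19 of the 20 passed in limma. The study chose them on the same libraries, so their direction is not independent evidence. *Fabp5* had 325 ± 138 FPKM (SD, n = 4 mice) in HFrD and 25.6 ± 3.99 FPKM (SD, n = 4) in ND livers, a log2 fold change of 3.49 (standard error 0.32, adjusted p = 7.28e-04 from limma). *Chrna4* rose from 0.550 ± 0.928 to 17.0 ± 8.97 FPKM (SD, n = 4 each), with a log2 fold change of 3.51 (adjusted p = 0.00248 from limma). The calcium pump gene *Atp2b2* and the gene *Pdzk1ip1* rose by 2.02 and 2.80 on the log2 scale. *Selenbp2*, on chromosome 3 of mm10 from 94693556 to 94704413, fell from 835 ± 110 to 94.9 ± 80.2 FPKM (SD, n = 4 each), a log2 fold change of -3.44 (standard error 0.43, adjusted p = 0.00194 from limma). The leukemia inhibitory factor receptor gene *Lifr* had a log2 fold change of -1.40 and *Tsku*, which encodes a secreted protein of the liver, one of -1.36, both lower in HFrD livers. *Saa2* had 108, 22.9, 1393 and 2275 FPKM in HFrD mice 1, 2, 5 and 7 and between 2.87 and 33.6 FPKM in ND mice. Its log2 fold change was 4.85 (standard error 1.30, adjusted p = 0.0457 from limma; exact permutation p = 0.0571). Its paralog *Saa1*, with which it may share reads, had a log2 fold change of 3.24 (adjusted p = 0.0715). The log2 fold changes of *Ces2b*, *Raet1d* and *Serpinb1a* were -0.93, -0.71 and -0.48, with adjusted p of 0.105, 0.246 and 0.172. As ratios of mean FPKM, several folds hang on 1 mouse. Without ND mouse 7 that of *Chrna4* went from 30.9 to 193, that of *Saa2* from 71.3 to 144 and that of *Pdzk1ip1* from 11.0 to 16.8. Without HFrD mouse 7 that of *Saa2* went to 38.1 and that of *Saa1* from 17.4 to 11.2. That of *Atp2b2* went from 33.6 to 22.0 without HFrD mouse 5, that of *Selenbp2* from -8.80 to -15.0 without HFrD mouse 1, that of *Ces2b* from -9.03 to -4.68 without ND mouse 3, and that of *Raet1d* from -2.09 to -1.33 without ND mouse 1. The call of *Saa2* held in 3 of the 8 fits that each left out 1 mouse (adjusted p up to 0.113, without HFrD mouse 5). That of *Cdh18*, with a log2 fold change of 0.75, held in 1 of them (up to 0.113, without ND mouse 1).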

The top 20 genes whose m6A methylation levels and mRNA levels were both significantly changed in HFrD are listed in **Supplementary Table S1**. Interestingly, up-regulated mRNA and m6A modification levels were observed in more genes than down-regulation of mRNA and m6A modification levels. In addition, the fold change was higher, indicating that m6A modifications tend to be positively correlated with mRNA expression in NAFLD. Among these genes, we found that genes involved in fatty acid metabolism, including *FASN*, *Apoa4*, *Acaca*, and *Ppargc1a* were up-regulated. 

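Liver mRNA of *Fasn*, *Acaca*, *Apoa4* and *Ppargc1a* was higher in HFrD than in ND mice. *Fasn*, the gene of fatty acid synthase (chromosome 11 of mm10, 120805846 to 120824547), had 390 ± 257 FPKM (SD, n = 4 mice) in HFrD and 56.9 ± 28.9 FPKM (SD, n = 4) in ND livers, a log2 fold change of 2.57 (standard error 0.51, adjusted p = 0.0143 from limma). *Acaca*, which encodes acetyl-CoA carboxylase 1 (chromosome 11, 84129672 to 84401651), rose from 36.6 ± 8.30 to 209 ± 124 FPKM (SD, n = 4 each; log2 fold change 2.28, standard error 0.40, adjusted p = 0.00866 from limma). *Apoa4*, the gene of an apolipoprotein of triglyceride-rich particles (chromosome 9, 46240696 to 46243459), had the largest rise of the 4 on the log2 scale, 4.37 (standard error 0.18, adjusted p = 2.92e-06 from limma), from 31.7 ± 7.93 to 667 ± 119 FPKM (SD, n = 4 each). *Ppargc1a*, the gene of a transcriptional coactivator of energy metabolism (chromosome 5, 51454250 to 51567726), had 3.91 ± 0.851 against 1.69 ± 0.679 FPKM (SD, n = 4 each; log2 fold change 0.89, standard error 0.22, adjusted p = 0.0312 from limma). In each of the 4 genes, every HFrD mouse lay above every ND mouse (exact permutation p = 0.0286 each). The difference was narrowest for *Fasn* in HFrD mouse 1, with 118 FPKM against 247 to 689 FPKM in the other HFrD mice, and in ND mouse 7, with 99.3 FPKM against 35.1 to 49.8 FPKM in the other ND mice. Of 18 genes of de novo lipogenesis, 14 were higher in HFrD livers, 0 were lower and 4 did not pass (15 higher and 0 lower when adjusted over the list alone). *Fasn*, *Acaca*, *Acacb*, *Acly*, *Elovl5*, *Elovl6*, *Fads2* and *Pnpla3* of this list are also in the paper's Supplementary Table S3, which was chosen on these libraries. *Scd1*, the gene of stearoyl-CoA desaturase, had 7722 ± 3515 FPKM in HFrD and 498 ± 65.1 FPKM in ND livers (SD, n = 4 each; log2 fold change 3.80, adjusted p = 7.44e-04 from limma). *Srebf1* and *Mlxipl*, the genes of the transcription factors SREBP-1 and ChREBP, had log2 fold changes of -0.16 (adjusted p = 0.696) and -0.06 (adjusted p = 0.757). The list had a median log2 fold change of 2.11 (adjusted p = 6.92e-11 from camera; adjusted p = 0.254 with an estimated correlation). The call of *Ppargc1a* held in 3 of the 8 fits that each left out 1 mouse, with an adjusted p of up to 0.0839 without HFrD mouse 7.

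**Figure D1:**
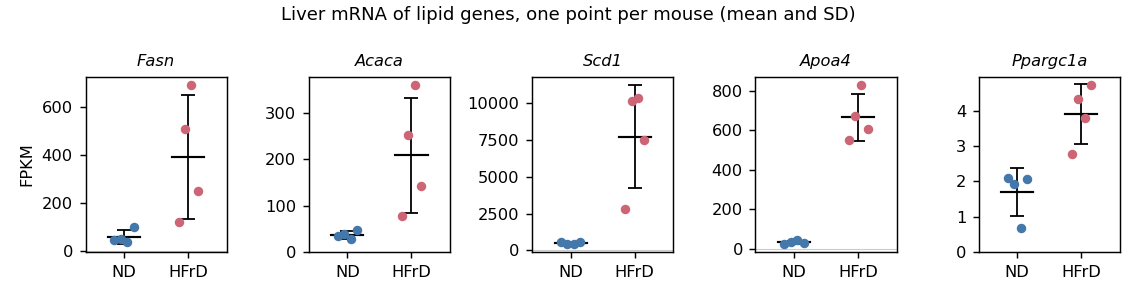
Liver mRNA of *Fasn*, *Acaca*, *Scd1*, *Apoa4* and *Ppargc1a* in FPKM (vertical axes, linear and different for each gene) by diet. Each point is 1 mouse, the long horizontal line is the mean and the bars are the SD of 4 mice; *Fasn* lies at 118 to 689 FPKM in HFrD and at 35.1 to 99.3 FPKM in ND mice.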

Consistent with these findings, subsequent enrichment analysis of KEGG and GO pathways also showed significant enrichment of fatty acid metabolic pathways, glycolysis/gluconeogenesis and pyruvate metabolism (**Figures 5B, C**). Cytoscape software was used to analyze the protein interaction network of those genes whose m6A methylation and mRNA levels were both significantly changed in HFrD-fed mice (30). *PPARγ*, *FASN*, *Lpin1*, and *SIRT1* were identified as core proteins (**Figure 5D**). 

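Among the other 3 of these genes, the mRNA of *Lpin1*, which encodes a phosphatidate phosphatase of triglyceride synthesis, was higher in HFrD livers, and those of *Pparg* and *Sirt1* did not pass the test. *Lpin1* had 32.4 ± 13.6 FPKM (SD, n = 4 mice) in HFrD and 11.7 ± 4.60 FPKM (SD, n = 4) in ND livers, a log2 fold change of 1.33 (standard error 0.36, adjusted p = 0.0468 from limma; exact permutation p = 0.0571). *Pparg*, the gene of a lipid-activated nuclear receptor, had 3.41 ± 0.740 against 4.96 ± 0.674 FPKM (SD, n = 4 each), with a log2 fold change of -0.45 (standard error 0.15, adjusted p = 0.0910 from limma). *Sirt1*, which encodes an NAD-dependent deacetylase, had 5.45 ± 0.904 against 6.21 ± 1.08 FPKM (SD, n = 4 each; log2 fold change -0.16, standard error 0.15, adjusted p = 0.537 from limma). The call of *Lpin1* held in 2 of the 8 fits that each left out 1 mouse (adjusted p up to 0.118, without ND mouse 3), and it was lost after quantile normalization (0.0582) and with equal medians (0.0577).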

The results of qRT-PCR and western blots further confirmed that expression levels of ACC1 and FASN were significantly increased in the HFrD group (**Figures 5E, F**). Therefore, these genes and their corresponding signaling pathways are of great significance to the protein interaction network and molecular events associated with NAFLD.

**Figure 5:**
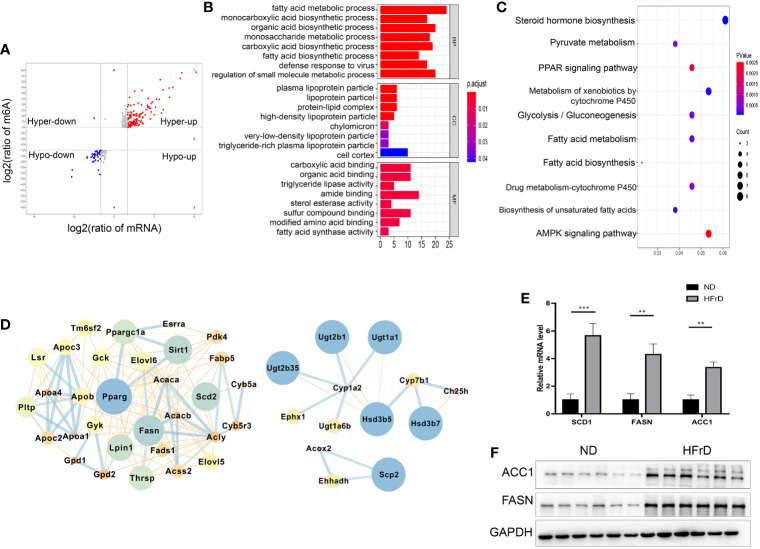
Comprehensive Analysis of MeRIP-Seq and RNA-Seq data in HFrD and ND mice. **(A)** The scatter plot shows the mRNA distribution with significant changes in m6A and mRNA levels between HFrD and ND mice. **(B)** GO analysis of mRNA with significant changes in m6A and mRNA levels between HFrD and ND mice. **(C)** KEGG analysis of mRNA with significant changes in m6A and mRNA levels between HFrD and ND mice. **(D)** Protein-protein interaction network of DMGs. According to the m6A modification and mRNA level common altered genes identified in HFrD and ND mice, conducted by Cytoscape software. The left represents m6A hypermethylation sites, and the right represents m6A hypomethylation sites. **(E)** Relative mRNA levels of Fasn, Scd1 and Acc1 in livers of HFrD and ND mice determined by qRT-PCR. **(F)** Protein levels of FASN and ACC1 proteins in livers of HFrD and ND mice determined by western blots. The data in **(E)** are presented as the means ± SEM. **p < 0.01; ***p < 0.001.

### Identification of Differentially Expressed Genes in Two NAFLD Models by RNA-Seq Data

Next, we compared different models of NAFLD. We performed a hierarchical cluster analysis on the liver gene expression of a HFrD-induced model of NAFLD and NAFLD caused by genetic defects (*db/db* mice). 

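In these values, the livers of ND and HFrD mice lay apart along the first principal component of log2(FPKM + 1). It held 42.5% of the variance, with scores from -22.5 to -12.7 in ND and from 7.47 to 27.7 in HFrD mice (exact permutation p = 0.0286). HFrD mouse 1 (7.47) and ND mouse 7 (-12.7) lay nearest to the other diet. Over the 15 genes of de novo lipogenesis that were called without it, HFrD mouse 1 lay at 0.447 of the way from the ND mean to the mean of the other 3 HFrD mice. Over 39 genes of drug conjugation it lay at 0.650, over 22 male-biased liver genes at 0.661, and over 9 Kupffer cell genes at 1.37, beyond the mean of the other HFrD mice. ND mouse 7, placed in the same way between HFrD (0) and the other ND mice (1), lay at 0.794 over 15 lipogenic genes, 0.839 over 10 Kupffer cell genes, 0.909 over 37 conjugation genes and 1.07 over 18 male-biased genes. Positions over Kupffer cell genes varied widely in other mice too, with 0.555 in HFrD mouse 2 and 1.56 in ND mouse 6. The second component held 12.3% of the variance and did not separate the diets (exact permutation p = 0.543). The median of log2(FPKM + 1) over the genes tested was 2.87 to 2.96 in HFrD and 2.84 to 2.92 in ND libraries (exact permutation p = 0.40). Pearson correlations across genes, which are not independent replicates, were 0.979 to 0.982 between ND libraries, 0.976 to 0.984 between HFrD libraries and 0.958 to 0.977 between the diets. The *db/db* mice and the paper's batch effect adjustment were not analysed here.

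**Figure D2:**
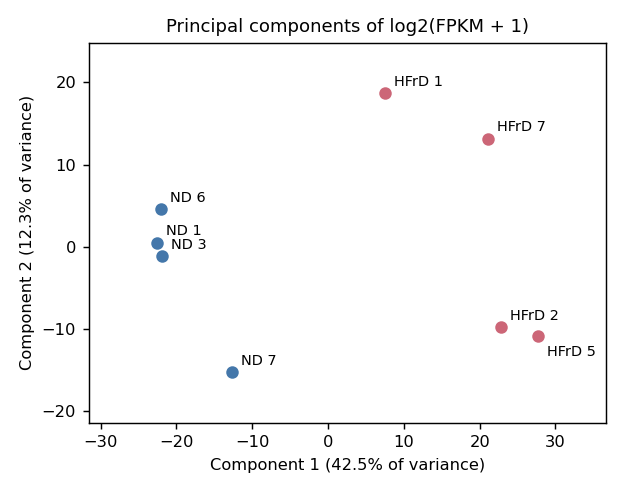
Principal components 1 (horizontal axis) and 2 (vertical axis) of log2(FPKM + 1) of the tested genes, in component scores. Each point is 1 mouse, named by its diet and number; ND mice lie at -22.5 to -12.7 and HFrD mice at 7.47 to 27.7 on component 1.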

The normalized gene counts after batch effect adjustment were tested by IQR (interquartile range) box plots and principal correlation analysis, and it was confirmed that normalization was good, and that there was no significant bias in each group (**Figures 6A, B**). The normalized gene count was further calculated and plotted as a heat map (**Figure 6C**) showing two different gene expression patterns.

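On the log2(FPKM + 1) scale, *Apoa4* and *Scd1* had the largest rises in HFrD livers, and *Selenbp2* and *Cyp26a1* the largest falls, among changed genes whose values did not overlap between the diets. The 10 largest rises of such genes on this scale were those of *Apoa4*, *Scd1*, *Lcn2*, *Chrna4*, *Fabp5*, *Pnpla3*, *Mfsd2a*, *Me1*, *Acly* and *Tff3*. The order depends on the scale, which shrinks changes of genes with low FPKM. As a log2 ratio of mean FPKM, *Pnpla3* rose by 7.26 and *Apoa4* by 4.40, and *Chrna4* rose 30.9-fold against 21.0-fold for *Apoa4*. *Me1*, the gene of the malic enzyme that supplies NADPH, rose from 24.9 ± 1.81 to 258 ± 164 FPKM (SD, n = 4 each), a log2 fold change of 3.08 (standard error 0.40, adjusted p = 0.00248 from limma). *Acly*, the gene of ATP citrate lyase, rose from 70.3 ± 27.4 to 597 ± 339 FPKM (SD, n = 4 each; log2 fold change 2.93, adjusted p = 0.00348 from limma). *Lcn2*, which encodes the iron-siderophore binding protein lipocalin 2, had 103 ± 84.6 against 5.82 ± 4.39 FPKM (SD, n = 4 each; log2 fold change 3.63, adjusted p = 0.0151 from limma). *Mfsd2a*, a lysophosphatidylcholine transporter gene, had a log2 fold change of 3.10 and the trefoil factor gene *Tff3* one of 2.89. *Pnpla3*, a lipid droplet protein gene, had 1.09, 14.9, 37.8 and 6.21 FPKM in HFrD mice 1, 2, 5 and 7 and at most 0.175 FPKM in ND mice (log2 fold change 3.16, adjusted p = 0.0218). The 10 largest falls were those of *Selenbp2*, *Cyp26a1*, *Mup14*, *Aox3*, *Cyp3a11*, *Cyp7b1*, *Cyp3a59*, *Hsd17b6*, *Clec2h* and *Abcc3*. *Cyp26a1*, the gene of a retinoic acid hydroxylase, fell from 22.7 ± 9.66 to 2.28 ± 0.903 FPKM (SD, n = 4 each; log2 fold change -2.81, standard error 0.27, adjusted p = 7.54e-04 from limma). *Aox3*, an aldehyde oxidase gene, fell from 365 ± 29.0 to 73.8 ± 38.3 FPKM (SD, n = 4 each; log2 fold change -2.41, adjusted p = 0.00140 from limma). *Cyp3a11*, a drug-metabolizing P450 gene, had 418 ± 181 against 1697 ± 388 FPKM (SD, n = 4 each; log2 fold change -2.09). *Mup14* belongs to the major urinary protein genes, near-identical copies that share reads, and its fold is uncertain. The calls of *Pnpla3* and *Clec2h* each held in 4 of the 8 fits that left out 1 mouse, with adjusted p of up to 0.0605 (without HFrD mouse 2) and 0.0600 (without ND mouse 1).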

**Figure 6:**
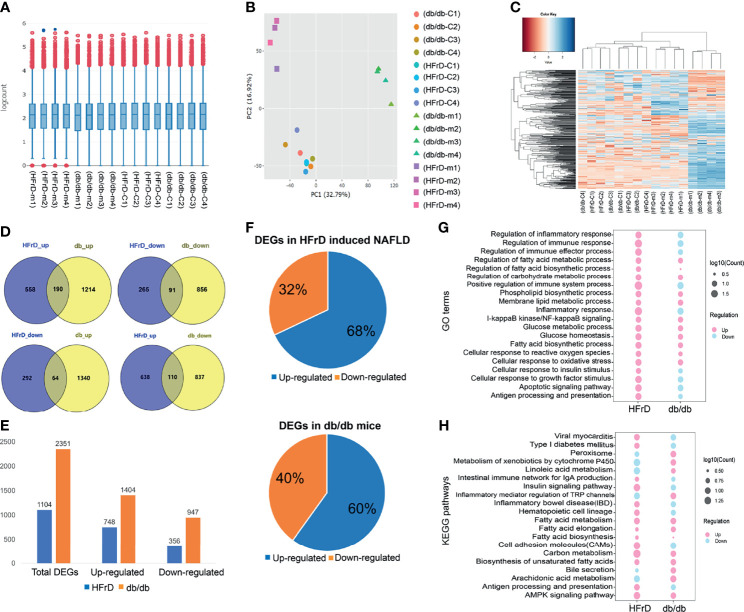
The liver gene expression patterns and differentially expressed genes (DEGs) of two different mouse NAFLD models were analyzed by RNA-Seq. **(A)** IQR box plot and **(B)** PCA analysis show that the read counts of each mouse sample are normalized after batch effect correction. **(C)** Heatmap shows the expression pattern between different models after batch effect correction. **(D)** The distribution of up-regulation and down-regulation DEGs detected in each model. **(E)** Quantification of DEGs in the two models. **(F)** Common up-regulated and down-regulated genes were detected in the HFrD and *db/db* groups. **(G)** GO analysis of common up-regulated and down-regulated DEGs between HFrD and *db/db* groups. **(H)** KEGG analysis of common up-regulated and down-regulated DEGs between HFrD and *db/db* groups.

In order to identify the DEGs in each group, we used |logFC| > 1.5 and p < 0.05 as the threshold. We found significant differences in the expression of 1104 genes in the HFrD group. Compared with the control group, 748 genes (67.75%) were significantly up-regulated, and 356 genes (32.25%) were down-regulated. 

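The fold and p named in the text were read as a fold change over 1.5 in either direction with an unadjusted p under 0.05. At this threshold, 869 of the 11476 genes tested differed between HFrD and ND livers. Of these, 571 genes (65.7%) were higher and 298 genes (34.3%) were lower in HFrD livers. The fold was taken on the log2(FPKM + 1) scale and the p from limma. The log2 fold changes in the paper's Supplementary Table S3 match ratios of mean FPKM instead, so these counts and the paper's differ in measure. The paper writes its threshold as |logFC| > 1.5, and read as a log2 fold change over 1.5 it left 72 genes. Its Supplementary Table S1, however, lists folds of -1.58 and -1.63 as significant changes of mRNA, which goes with the reading as a fold. With an adjusted p under 0.05 and no fold limit, 1047 genes changed, of which 624 were higher and 423 were lower, and 2925 genes had an unadjusted p under 0.05 in limma. Among the genes named in the paper's text and tables, some of them only as background or for other mice, 54 could be tested and 30 changed. In 986 of the 1047 changed genes the 4 HFrD values did not overlap the 4 ND values. The same held for 16.6% of all genes tested, where chance gives 2.86%. The share of higher genes among those changed was 59.6%, against 51.2% after quantile normalization (568 higher, 542 lower) and 47.3% with the medians of the libraries set equal (552 higher, 614 lower). The number of changed genes was 539, 570 and 651 without ND mouse 1, 3 or 6, and 597, 543 and 584 without HFrD mouse 2, 5 or 7. It was 1024 without ND mouse 7, 1293 without HFrD mouse 1 and 1356 without both (655 higher, 701 lower), the last chosen after seeing the data.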

A total of 2351 DEGs were detected in the *db/db* group. Among them, 1404 genes (59.72%) were significantly up-regulated, while as many as 947 genes (40.28%) were down-regulated (**Figures 6D, E**).

We further analyzed the common DEGs of the two groups (**Figure 6F** and **Supplementary Table S2**) and found that 455 DEGs were changed in both the *db/db* mice and HFrD group. Some of these genes were related to lipid metabolism processes, such as fatty acid transporters and lipoprotein transporters (*FASN*, *CD36*, *Apoa4*, *Elovl5*, and *Abcd2*). **Supplementary Table S3** summarizes the top genes related to lipid metabolism in each group.

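Genes of fatty acid uptake, elongation and lipoproteins were among those higher in HFrD livers. *Cd36*, which encodes a fatty acid translocase (chromosome 5 of mm10, 17781690 to 17888801), had 16.0 ± 3.39 FPKM (SD, n = 4 mice) in HFrD and 7.52 ± 1.40 FPKM (SD, n = 4) in ND livers, a log2 fold change of 0.99 (standard error 0.16, adjusted p = 0.00649 from limma). *Elovl5*, a fatty acid elongase gene (chromosome 9, 77917364 to 77984519), rose from 66.0 ± 6.56 to 436 ± 180 FPKM (SD, n = 4 each; log2 fold change 2.59, standard error 0.29, adjusted p = 0.00145 from limma). *Abcd2*, the gene of a peroxisomal fatty acid transporter (chromosome 15, 91145871 to 91191799), had 3.04 ± 1.06 against 1.05 ± 0.587 FPKM (SD, n = 4 each; log2 fold change 0.99, standard error 0.24, adjusted p = 0.0312 from limma). Of the 23 lipid genes that Supplementary Table S3 lists for HFrD, chosen by the study on these libraries, 18 were higher, 2 were lower and 3 did not pass. The 2 lower genes were *Cyp7b1*, an oxysterol hydroxylase gene, with 65.2 ± 21.1 against 264 ± 47.2 FPKM (SD, n = 4 each; log2 fold change -2.03, adjusted p = 7.72e-04 from limma), and *Cyp1a2*. The 3 that did not pass were *Acot1*, *Fabp4* and *Smpd3*, with log2 fold changes of -1.30, 1.21 and 0.67 and adjusted p of 0.0866, 0.0593 and 0.0661. All 23 passed an unadjusted p under 0.05 in limma. Of 22 genes of lipoproteins and VLDL export, 4 were higher and 0 were lower (5 and 0 when adjusted over the list alone). The 4 were *Apoa4*, *Apoc2* (log2 fold change 1.55), *Pltp* (1.50) and *Tm6sf2* (1.36), and *Apoe* and *Apoc1* had 0.21 (adjusted p = 0.341) and 0.03 (adjusted p = 0.889). The list's median log2 fold change was 0.10 (adjusted p = 0.0109 from camera; adjusted p = 0.330 with an estimated correlation), and 0.06 without ND mouse 1 or HFrD mouse 7. Of 22 genes of triglyceride synthesis and lipid droplets, 4 were higher, namely *Gpam* (log2 fold change 2.09), *Lpin1*, *Plin3* (0.67) and *Agpat2* (0.55), and 0 were lower (7 and 1 when adjusted over the list alone). That list had an adjusted p of 0.0167 from camera, 0.254 with an estimated correlation and 0.0511 without ND mouse 3. Of 14 genes of fatty acid uptake and binding, 3 were higher, *Cd36*, *Fabp5* and *Acsl5* (1.04), and 2 were lower, among them *Acsl1* (-0.91), a count of 4 and 3 when adjusted over the list alone. As a list they did not pass camera, which compares them with the other genes (adjusted p = 0.439). They passed with fry, which asks only whether the list itself changes (adjusted p = 0.00727). Their mean per mouse separated the diets (exact permutation p = 0.0286). The call of *Abcd2* held in 3 of the 8 fits that each left out 1 mouse (adjusted p up to 0.0844, without ND mouse 3), that of *Agpat2* in 3 (0.0807, without ND mouse 1) and that of *Acsl1* in 7 (0.0502, without ND mouse 3).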

To further understand the common and different pathways associated with the distinct NAFLD models, we used the GO tool to compare DEGs from each group. As shown in **Figure 6G**, DEGs enriched in fatty acid metabolic processes, fatty acid biosynthetic processes, cellular responses to oxidative stress and glucose metabolic processes were significantly up-regulated in both *db/db* mice and HFrD mice. 

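In HFrD livers, many genes of fructose and glucose breakdown were higher, as were several genes that supply NADPH or glucose, and genes of the oxidative stress list went both ways. Of 20 genes of fructose and glucose breakdown, 12 were higher and 0 were lower (14 and 0 when adjusted over the list alone). The list had a median log2 fold change of 0.58 (adjusted p = 2.09e-10 from camera; adjusted p = 0.254 with an estimated correlation). *Khk*, the gene of ketohexokinase, which phosphorylates fructose (chromosome 5 of mm10, 30921431 to 30931248), had 290 ± 82.6 FPKM (SD, n = 4 mice) in HFrD and 105 ± 12.3 FPKM (SD, n = 4) in ND livers, a log2 fold change of 1.42 (standard error 0.19, adjusted p = 0.00273 from limma). *Pklr*, the gene of liver pyruvate kinase, rose from 46.4 ± 11.9 to 285 ± 96.4 FPKM (SD, n = 4 each; log2 fold change 2.56, adjusted p = 9.90e-04 from limma). *Dak*, which encodes a kinase of glyceraldehyde, had a log2 fold change of 1.44 and *Gpi1*, a glycolytic isomerase gene, one of 1.74. *Tpi1* and *Pgk1* did not pass, with 0.35 (adjusted p = 0.0661) and 0.03 (adjusted p = 0.882). Of 9 genes of NADPH supply, 4 were higher and 0 were lower (5 and 0 when adjusted over the list alone), among them *Me1* and *Pgd* (log2 fold change 1.73, adjusted p = 0.0120). That list had a median of 0.62 (adjusted p = 8.50e-04 from camera; adjusted p = 0.319 with an estimated correlation), and of 0.40 without HFrD mouse 5. Of 9 genes of gluconeogenesis, 4 were higher and 1 was lower, the same counts as when adjusted over the list alone (adjusted p = 0.00982 from camera; adjusted p = 0.254 with an estimated correlation). *Fbp1*, the gene of fructose-1,6-bisphosphatase, rose from 306 ± 11.1 to 525 ± 66.4 FPKM (SD, n = 4 each; log2 fold change 0.77, adjusted p = 0.00223 from limma). *Pck1*, the gene of phosphoenolpyruvate carboxykinase, had a log2 fold change of 0.09 (adjusted p = 0.732). Of 30 genes of fatty acid oxidation, 0 were higher and 3 were lower, also when adjusted over the list alone. Their median was -0.24 (adjusted p = 1.30e-04 from camera; adjusted p = 0.476 with an estimated correlation and 0.199 with fry), and -0.39 without ND mouse 7. Its mean per mouse did not separate the diets (exact permutation p = 0.40). *Cpt2*, the gene of carnitine palmitoyltransferase 2, fell from 72.0 ± 10.1 to 37.6 ± 8.23 FPKM (SD, n = 4 each; log2 fold change -0.93, adjusted p = 0.00877 from limma). Of 24 genes of oxidative stress and Nrf2 targets, 4 were higher and 6 were lower (4 and 8 when adjusted over the list alone). The list did not pass camera (adjusted p = 0.0568; 0.0314 with no filter on low FPKM, 0.0131 with fry, and 0.0437, 0.0484 and 0.0480 without HFrD mouse 5, HFrD mouse 2 or ND mouse 7). The mean of this list per mouse was lower in HFrD livers, 5.97 against 6.13, and separated the diets (exact permutation p = 0.0286). *Ftl1*, a ferritin gene, rose by 0.71 (adjusted p = 0.00490). *Gsta2*, a glutathione transferase gene, *Aox1*, an aldehyde oxidase gene, and *Txnip*, which encodes an inhibitor of thioredoxin, fell, with log2 fold changes of -1.78, -1.15 and -1.24. *Sod1*, the gene of superoxide dismutase 1, had a log2 fold change of 0.06 (adjusted p = 0.771).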

Interestingly, DEGs enriched in the regulation of immune processes and regulation of inflammatory responses were up-regulated in HFrD mice, but down-regulated in *db/db* mice.

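Some genes of macrophages, the interferon response, antigen presentation and inflammation were higher in HFrD than in ND livers. Their lists passed camera at its preset correlation, and none passed with an estimated correlation. Of 21 genes of Kupffer cells (the resident macrophages of the liver) and macrophages, 11 were higher and 0 were lower (18 and 0 when adjusted over the list alone). *C1qc*, a complement component gene expressed by macrophages, rose from 7.42 ± 1.98 to 23.1 ± 2.36 FPKM (SD, n = 4 mice each; log2 fold change 1.55, standard error 0.18, adjusted p = 0.00145 from limma). *Mpeg1*, which encodes the macrophage pore-forming protein perforin-2, rose from 17.6 ± 5.10 to 47.2 ± 3.85 FPKM (SD, n = 4 each; log2 fold change 1.41, adjusted p = 0.00184 from limma). *Folr2* rose by 0.76. Of 43 interferon response genes, 14 were higher and 0 were lower (27 and 1 when adjusted over the list alone). *Ifitm3*, an interferon-induced membrane protein gene, rose from 185 ± 28.7 to 357 ± 27.4 FPKM (SD, n = 4 each; log2 fold change 0.96, adjusted p = 0.00183 from limma). *Irf7*, an interferon regulatory factor gene, rose by 0.98 and *Ifi44* by 1.41, whereas *Iigp1* had -0.20 (adjusted p = 0.369). The median log2 fold changes of these lists were 0.80 and 0.57 (adjusted p = 2.09e-10 and 1.10e-11 from camera; adjusted p = 0.254 and 0.262 with an estimated correlation). Of 28 genes of the inflammatory response, 4 were higher and 0 were lower (8 and 0 when adjusted over the list alone), namely *Vcam1* (log2 fold change 0.86), *Il1a* (0.69), *Tnfrsf1b* (0.65) and *Tlr2* (0.53). That list had a median of 0.41 (adjusted p = 1.48e-04 from camera; adjusted p = 0.222 with an estimated correlation). *Ccl2*, the gene of monocyte chemoattractant protein-1, had 0.819 ± 0.525 against 0.598 ± 0.387 FPKM (SD, n = 4 each; log2 fold change 0.18, adjusted p = 0.662 from limma). *Icam1*, the adhesion molecule gene, had 3.46 ± 0.109 against 2.26 ± 0.559 FPKM (SD, n = 4 each; 0.47, adjusted p = 0.0607). Of 31 acute phase genes, 11 were higher and 0 were lower (18 and 2 when adjusted over the list alone), among them *Apcs*, the gene of serum amyloid P (log2 fold change 1.34), and the metallothionein genes *Mt1* (2.46) and *Mt2* (2.55). Of 21 genes of MHC class I presentation, 5 were higher and 1 was lower (11 and 1 when adjusted over the list alone). Of 9 genes of MHC class II presentation, 3 were higher and 0 were lower (6 and 0). The adjusted p of these 3 lists was 1.38e-05, 4.39e-04 and 0.00903 from camera, and 0.324, 0.262 and 0.262 with an estimated correlation. The MHC class II list lost its call with no filter on low FPKM (adjusted p = 0.0684 from camera) and with the mouse number as a block (0.148). Markers of liver sinusoidal endothelial cells (4 of 20 higher, 0 lower, 7 and 0 when adjusted over the list alone) and of stellate cells (2 of 21 higher, 0 lower, 10 and 0) moved with these lists, with medians of 0.27 and 0.25 (adjusted p = 1.25e-05 and 9.76e-04 from camera; adjusted p = 0.254 and 0.262 with an estimated correlation). The calls of *Il1a*, *Tnfrsf1b* and *Tlr2* held in 5, 5 and 4 of the 8 fits that each left out 1 mouse (adjusted p up to 0.0717 without ND mouse 1, 0.0596 without ND mouse 3 and 0.0679 without HFrD mouse 2).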

We next used KEGG signal enrichment analysis, based on the identified DEGs, to study the pathways involved for each NAFLD model. The top 20 pathways identified in each group are listed in **Supplementary Tables S4, S5**. In the HFrD group, the up-regulated DEGs were mainly associated with fatty acid metabolism, the AMPK signaling pathway and the insulin signaling pathway, while the down-regulated DEGs were mainly related to metabolism of xenobiotics by cytochrome P450. 

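Many genes of drug metabolism were lower in HFrD livers, and the fixed lists of AMPK and insulin signaling components did not pass camera. The last 2 lists differ from the paper's KEGG terms and do not hold *Fasn*, *Acaca*, *Acacb*, *Scd1* or *Pklr*, so they do not test those terms. Of 38 drug-metabolizing cytochrome P450 genes and their regulators, 18 were lower and 3 were higher (24 and 3 when adjusted over the list alone). The list had a median log2 fold change of -0.58 (adjusted p = 1.54e-13 from camera; adjusted p = 0.222 with an estimated correlation). *Cyp1a2*, the gene of a P450 that oxidizes caffeine and aromatic amines (chromosome 9 of mm10, 57676937 to 57683703), fell from 372 ± 22.8 to 143 ± 17.6 FPKM (SD, n = 4 mice each; log2 fold change -1.38, standard error 0.10, adjusted p = 2.52e-04 from limma). *Cyp2c37* and *Cyp2c50* fell, with log2 fold changes of -1.79 and -1.51. *Cyp2d40* rose by 1.17 (adjusted p = 0.00170) and *Cyp2d26* had -0.15 (adjusted p = 0.477). Of 59 genes of drug conjugation and carboxylesterases, 31 were lower and 5 were higher (41 and 7 when adjusted over the list alone). Their median was -0.61 (adjusted p = 5.31e-15 from camera; adjusted p = 0.0253 with an estimated correlation). *Ces2a*, a carboxylesterase gene, fell from 173 ± 15.6 to 52.3 ± 10.9 FPKM (SD, n = 4 each; log2 fold change -1.72, adjusted p = 3.57e-04 from limma). *Gsta4*, a glutathione transferase gene, fell from 36.4 ± 2.62 to 12.4 ± 2.72 FPKM (SD, n = 4 each). *Ugt2b35*, a glucuronosyltransferase gene, had a log2 fold change of -1.09. Members of the Cyp2c, Ces and Ugt2b families are close copies that may share reads. Of 27 genes of AMPK signaling, 4 were higher and 0 were lower (4 and 1 when adjusted over the list alone), namely *Ppargc1a*, *Lepr* (log2 fold change 0.84), *Ulk1*, an autophagy kinase gene (1.01), and *Adipor2*, an adiponectin receptor gene (0.32). Of 33 genes of insulin signaling, 2 were higher and 0 were lower (0 and 0 when adjusted over the list alone), namely *Eif4ebp1*, which encodes an inhibitor of translation (0.56), and *Pygl*, the gene of liver glycogen phosphorylase (0.49). Both lists had an adjusted p of 0.754 from camera, with medians of 0.00 and -0.03 (-0.03 to 0.05 and -0.04 to 0.01 with 1 mouse left out) and means of 0.10 and 0.11. Their means per mouse were higher in HFrD livers but did not separate the diets (exact permutation p = 0.0571 and 0.0857). Of the 8 fits that each left out 1 mouse, *Ulk1* kept its call in 3 (adjusted p up to 0.0967, without HFrD mouse 5), *Lepr* in 2 (0.0861, without ND mouse 1), *Adipor2* in 4 (0.0654, without ND mouse 1), *Eif4ebp1* in 2 (0.0945, without HFrD mouse 7) and *Pygl* in 2 (0.119, without ND mouse 1). The paper passes from expression values to DEGs, from DEGs to GO and KEGG terms, and from terms that rise or fall in each model to its statement that lipid metabolism is shared by the models while the immune and inflammatory response is not (Figures 6G, H).

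**Figure D3:**
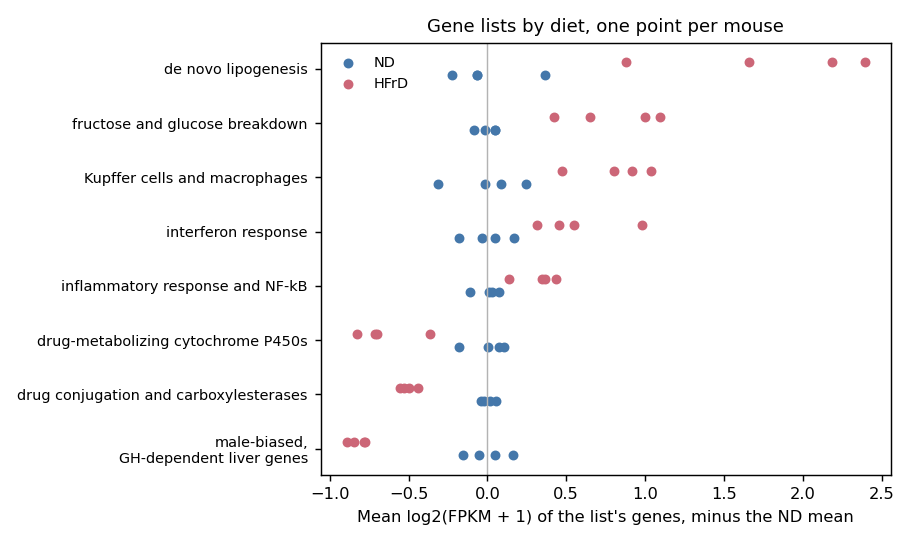
Mean log2(FPKM + 1) of the tested genes of 8 lists in each mouse, minus the mean of the ND mice (horizontal axis, log2 units). Each point is 1 mouse, blue for ND and red for HFrD; in each list the 4 HFrD mice lie on one side of the 4 ND mice (exact permutation p = 0.0286 each). GH stands for growth hormone.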

In the *db/db* group, the up-regulated DEGs were mainly associated with fatty acid metabolism and the AMPK signaling pathway, while the down-regulated DEGs were mainly related to inflammatory bowel disease and the intestinal immune network for IgA production. These findings were consistent with the GO analysis data (**Figure 6H**).

### Analysis of RNA Binding Proteins (RBPs) and Integrative Genomics Viewer (IGV) of Differentially Methylated m6A Sites in Two NAFLD Models

Multiple protein-coding genes containing DMMSs participate in many of the important processes and pathways described above. Therefore, we used the RMBase v2.0 database to explore the potential RBPs of the common DMMSs in the two NAFLD models (31). A total of 14 potential RBPs in the 28 common hypermethylation peaks and nine potential RBPs in the 11 common hypomethylation peaks were identified, indicating that a total of 16 proteins were predicted to be RBPs of 39 DMMSs. Next, these RBPs were analyzed for GO and KEGG enrichment. As shown in **Figures 7A–C**, in BP, these RBPs were mainly associated with RNA splicing and mRNA processing. In CC, these RBPs were mainly enriched in the nucleus. In MF, these RBPs were mainly enriched in RNA binding. The KEGG pathway data revealed that these RBPs were significantly associated with RNA transport and mRNA surveillance pathway in eukaryotes. These results indicate that RBPs play a key role in the regulation of gene expression and may be involved in m6A modification in NAFLD. We visualized the normalized m6A mapping results through IGV2.3, and determined the m6A patterns related to lipid metabolism in different NAFLD models. We found that m6A methylation of FASN was increased in both *db/db* and HFrD mice, while CYP7b1 was decreased in both groups. These findings were consistent with the intersection analysis data (**Figures 7D, E**).

**Figure 7:**
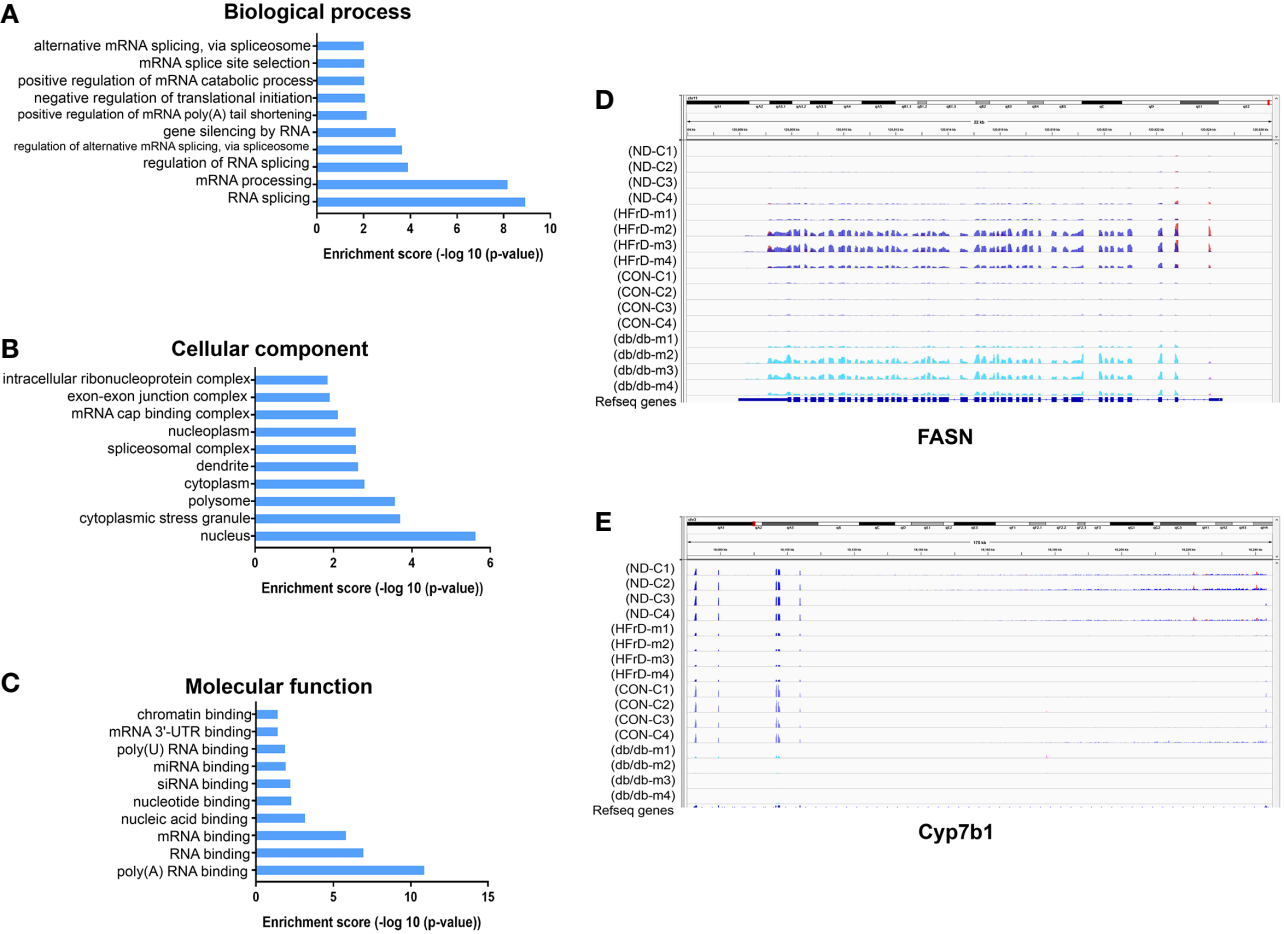
Analysis of RNA Binding Proteins (RBPs) and Integrative Genomics Viewer (IGV) of differentially methylated m6A sites in two NAFLD models. Identification of 23 RBPs binding to differentially methylated m6A sites. GO analysis shows the **(A)** biological process, **(B)**cellular component and **(C)** molecular function of the RBPs. The Integrative Genomics Viewer (IGV) shows the differentially methylated m6A sites in the HFrD and NC, as well as the *db/db* and control groups. **(D)** In HFrD and *db/db* mice, there is a representative hypermethylation gene compared to the control group. **(E)** In HFrD and *db/db* mice, there is a representative hypomethylation gene compared to the control group.

## Discussion

In this study, we evaluated the role of m6A RNA methylation in mice fed a high fructose diet. First, we confirmed that short-term HFrD can induce liver steatosis, leading to the occurrence and development of NAFLD, which has been described previously (9, 28). Secondly, we found that in the HFrD mouse model, genes associated with m6A methylation were significantly involved in lipid metabolism-related pathways, and that the up-regulation of gene expression was often accompanied by up-regulation of m6A methylation. In addition, we also compared the similarities and differences between this HFrD-induced NAFLD model and NAFLD caused by genetic defects (*db/db* mice), and analyzed changes in m6A methylation modification in the two models.

m6A RNA methylation plays an important role in various endocrine tissues and organs (adipose tissue, pancreas islet and liver). Increasing evidence suggests that m6A methylation is involved in the process of adipogenesis. For example, FTO was shown to positively regulate autophagy and promote fat deposition in the pre-adipocytes of mice and pigs, whereas knocking out FTO negatively regulated autophagy while inhibiting lipid deposition (32). Mechanistically, FTO deficiency inhibits the expression of autophagy related 5 and autophagy related 7 by increasing mRNA m6A levels, leading to inactivation of autophagy and inhibiting adipogenesis (32). m6A is also involved in the biological functions of pancreatic β-cells. Rohit et al. found that the methyltransferases METTL3, ALKBH5, and YTHDF1 were down-regulated in diabetic pancreatic β-cells (33). Differentially methylated genes of m6A are enriched in insulin regulatory and diabetes-related metabolic pathways and several genes in the insulin/IGF1-AKT-PDX1 signal transduction pathway displayed reduced methylation levels. Furthermore, cell cycle arrest, increased basal insulin secretion, and impaired glucose-stimulated insulin secretion were observed in an *in vitro* endoC-βH1 β cell model and mouse β cell Mettl14 knockout animal model (33). m6A RNA methylation has been shown to play an important role in the process of hepatic steatosis. m6A RNA methylation and METTL3 levels were up-regulated in mice fed with high-fat diet for 16 weeks. Hepatocyte-specific METTL3 knockout reduced m6A methylation and total mRNA levels of the FASN gene, thereby inhibiting fatty acid metabolism (34). The FTO chemical inhibitor Entacapone was shown to reduce the weight and fasting blood glucose concentration of obese mice induced by diet by regulating the mRNA m6A modification of the Foxo1 gene (35). Previously, we demonstrated that in the liver tissue of *db/db* mice, the m6A modification and mRNA expression of lipid synthesis-related genes such as *Srebp-1c*, *FASN*, *Scd1*, *Acc1*, and *Gpat1* were significantly increased, while the expression of the m6A reader protein YT521-B homology domain containing 2 (YTHDC2) was significantly down-regulated (24). Inhibiting the expression of YTHDC2 in the liver of normal mice resulted in the deposition of TG; while overexpression of the YTHDC2 gene in the liver of obese mice improved liver lipid deposition and insulin resistance (24). In this study, we found that m6A modification patterns were different between HFrD and ND mice. Through the comprehensive analysis of RNA-seq and MeRIP-m6A-seq, m6A modifications tended to be positively correlated with mRNA expression in HFrD mice, meanwhile enrichment analysis revealed that these modifications were associated with the fatty acid metabolism and glycolysis pathways. Interestingly, we also found that these potential RBP genes of DMMSs were significantly enriched during RNA splicing, consistent with a previous study (36).

Since NAFLD is a heterogeneous disease with distinct pathogenic mechanisms, we used diet-induced (HFrD) and genetically defective (*db/db*) mouse models to study the differences and commonalities between them. Previous studies have found that excessive intake of fructose can lead to chronic low-grade inflammation, insulin resistance and obesity. Fructose induced expression of monocyte chemoattractant protein-1 and intracellular adhesion molecule-1, which led to the infiltration of macrophages into fat cells and subsequent inflammation (37). Fructose can modify intestinal metabolite levels, cause imbalance of intestinal flora, increase intestinal endotoxin translocation and plasma endotoxin levels, promote inflammation and mucosal barrier degradation, and is related to the loss of tight junction proteins in the duodenum (38). In addition, excessive fructose intake can inhibit the death of hypoxic villi cells in the intestine, which increased the length of intestinal villi and promoted the absorption of lipids (39). On the other hand, the *db/db* mouse has a natural mutation in the leptin receptor gene, rendering it nonfunctional. Therefore, these mice exhibit a phenotype similar to leptin-deficient *ob/ob* mice, and none of them spontaneously develop NASH unless stimulated further (40). Here, we found that lipid metabolism pathways were elevated in both HFrD and *db/db* mice, while immune processes and regulation of the inflammatory response were increased in HFrD mice and decreased in *db/db* mice. Thus, our findings confirm that differences in the NAFLD models exist depending on whether disease was induced by diet or genetic defects. In this study, we also found that m6A methylation of FASN was significantly increased in HFrD mice, while protein interaction network analysis revealed that FASN is the most central methylated protein of m6A in the disease process. These results indicate that FASN may be the key target of HFrD-induced NAFLD. In our study, Fragile X-linked Intellectual Disability Protein 1 (FMR1) was found to be the RBP gene of FASN. Recently, FMR1-KO mice were found to display a reduction in hepatic TG storage and smaller adipocytes with a reduced average surface, as compared to control animals (41). Combining the analysis of RBP genes by GO and KEGG analysis, we speculate that under the induction of dietary factors, these potential m6A-recognizing RBPs may regulate the alternative splicing, stabilization or translation of lipid metabolism-related genes, leading to lipid metabolism disorders. This hypothesis needs to be experimentally verified in future studies.

In summary, our study reveals that m6A RNA methylation plays an important role in the regulation of HFrD-induced NAFLD, which may add a novel insight into the molecular basis of NAFLD development.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, accession IDs: GSE184813 and GSE184814.

## Ethics Statement

The animal study was reviewed and approved by Animal Care Committee of Shanghai Jiao Tong University School of Medicine.

## Author Contributions

YLu and YP designed and directed the study. YLuo, LX, and BZ performed animal experiments. YLuo, ZZ, and LX performed multi-omic analysis. XW, YLin, XD, and FL contributed to the discussion. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Key Research and Development Program of China (No. 2018YFA0800402), Program of Shanghai Academic/Technology Research Leader by Shanghai Municipal Science and Technology Committee (No. 21XD1423400), the National Natural Science Foundation of China (Nos. 81970751, 81870596, 81870594, and 81820108008), Shanghai Jiao Tong University Research Funding on Medical, Engineering Interdisciplinary Project (YG2019GD05).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease
**Source:** Front Endocrinol (Lausanne). 2021 Dec 7;12:780617. doi: 10.3389/fendo.2021.780617
**Supplement:** Supplementary file 1

**Supplementary Table S1. List of top 20 genes that exhibit a significant change in both m6A level and mRNA transcript abundance in HFrD induced NAFLD compared with normal mice**

| **GeneName** | **Pattern** | **Chorm** | **m6A level change** | | | | **mRNA level change** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Peak start** | **Peak end** | **Fold change** | **p-value** | **strand** | **Fold change** | **p-value** |
| Atp2b2 | Hyper-up | chr6 | 113758918 | 113759020 | 100.5 | 2.62E-09 | - | 33.55324 | 5.00E-05 |
| Saa2 | Hyper-up | chr7 | 46754021 | 46754314 | 56.5621 | 1.66E-06 | + | 71.26145 | 5.00E-05 |
| Chrna4 | Hyper-up | chr2 | 181022310 | 181022340 | 38.8 | 2.11E-05 | - | 30.92861 | 0.00455 |
| Ppargc1a | Hyper-up | chr5 | 51553801 | 51553921 | 38.5 | 7.93E-06 | - | 2.306827 | 0.00745 |
| Pdzk1ip1 | Hyper-up | chr4 | 115093801 | 115093899 | 36 | 1.13E-05 | + | 10.96771 | 5.00E-05 |
| Saa1 | Hyper-up | chr7 | 46740498 | 46740580 | 27.22997 | 1.02E-06 | - | 17.41478 | 5.00E-05 |
| Apoa4 | Hyper-up | chr9 | 46243261 | 46243459 | 22.62093 | 1.33E-06 | + | 21.04871 | 5.00E-05 |
| Fabp5 | Hyper-up | chr3 | 10012547 | 10012718 | 19.26353 | 3.62E-07 | + | 12.71174 | 5.00E-05 |
| Cdh18 | Hyper-up | chr15 | 23474101 | 23474320 | 18.73077 | 3.3E-06 | + | 4.241193 | 0.00175 |
| Abcd2 | Hyper-up | chr15 | 91191661 | 91191807 | 17.96154 | 4.08E-05 | - | 2.905024 | 5.00E-05 |
| Ces2b | Hypo-down | chr8 | 104839421 | 104839660 | 10.13514 | 6.44E-08 | + | -9.03078 | 5.00E-05 |
| Raet1d | Hypo-down | chr10 | 22361893 | 22361909 | 8.77451 | 1.62E-05 | + | -2.09062 | 0.00235 |
| Selenbp2 | Hypo-down | chr3 | 94704301 | 94704413 | 8.358162 | 7.61E-11 | + | -8.79723 | 5.00E-05 |
| Serpinb1a | Hypo-down | chr13 | 32842161 | 32842580 | 6.729885 | 3.82E-06 | - | -2.23225 | 0.0025 |
| Slc25a48 | Hypo-down | chr3 | 94693555 | 94693660 | 6.683398 | 5.32E-12 | + | -8.79723 | 5.00E-05 |
| Asap3 | Hypo-down | chr13 | 56465061 | 56465088 | 5.107011 | 1.23E-07 | + | -1.57821 | 0.0006 |
| Cd276 | Hypo-down | chr4 | 136236374 | 136236420 | 4.596685 | 1.36E-05 | + | -1.63093 | 0.00305 |
| Tsku | Hypo-down | chr4 | 107068543 | 107068680 | 3.929688 | 1.26E-06 | + | -1.92751 | 0.01945 |
| Pcp4l1 | Hypo-down | chr7 | 98361277 | 98361328 | 3.92126 | 1.31E-07 | - | -2.83974 | 5.00E-05 |
| Lifr | Hypo-down | chr1 | 171173621 | 171173920 | 3.803661 | 4.69E-07 | - | -2.29051 | 0.00315 |

# Supplementary material for: Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease
**Source:** Front Endocrinol (Lausanne). 2021 Dec 7;12:780617. doi: 10.3389/fendo.2021.780617
**Supplement:** Supplementary file 2

**Supplementary Table S2. Common key DEGs in each mouse model of NAFLD in comparison with each other**

| **Types of DEGs** | **Gene Names** |
| --- | --- |
| DEGs upregulated in both HFrD induced NAFLD and db/db mice (n=190) | Abca3，Abcd2，Acaca，Acacb，Acer2，Acly，Acnat2，Acsl5，Apoa4，Cd36，Cyp4a14，Cyp4a31，Elovl5，Elovl6，Fabp4，Fasn，Gpam，Insig2，Lipg，Mfsd2a，Pdk4，Pnpla3，Ppargc1a，Scd2，Smpd3，Thrsp，Unc119，1810011O10Rik，4930452B06Rik，2010003K11Rik，2010012O05Rik，2510049J12Rik，A4gnt，Abca3，Acpp，Acss3，Adck3，Ano10，Anxa2，Anxa5，Aqp8，Arhgap10，Arntl，As3mt，BC052040，Cdcp1，Cldn2，Cyp17a1，Cyp2c38，D130043K22Rik，Defb1，Dntt，Dtx4，Ebpl，Enpep，Extl1，Fam124a，Fam198a，Fam84b，Fmo4，Fst，G6pc，Gale，Gas6，Gm5549，Gpd2，Gtdc1，Hamp2，Hcls1，Ifi27l2b，Lcn2，Lgals1，Lgalsl，Lhx6，Lrfn3，Lrtm1，Maged2，Me1，Mmd2，Morc4，Mr1，Mt1，Mt2，Olfm3，Pde4d，Pde7b，Pdk1，Pgd，Pgrmc2，Pik3c2g，Pklr，Pls1，Ppp1r3b，Prob1，Pstpip2，Ptp4a3，Rasgrp2，Rdh16，Rnd2，Robo1，S100a10，S100a11，Saa1，Saa2，Samd9l，Serpina7，Slc16a5，Slc17a4，Sntb1，St5，Stap1，Sult1e1，Synj2，Tbc1d31，Tceal8，Them6，Tlr7，Tmem71，Tmie，Tnfaip3，Tnfrsf11b，Tor3a，Trim7，Tspyl4，Tubb2a，Ugt1a5，Vat1，Wfdc2，Zfp385a |
| DEGs downregulated in both HFrD induced NAFLD and db/db mice (n=91) | 8430419L09Rik，Abca8a，Adh6-ps1，Aox3，Atxn1，Bcl6，Btg3，C8b，Capn8，Cd276，Ces1b，Ces2a，Ces2b，Ces3a，Ces3b，Ces4a，Clec2d，Csad，Cyp1a2，Cyp2c70，Cyp7b1，Dact1，E130012A19Rik，Enho，F11，Fbxo21，Foxq1，Gm3839，Gstp1，Hamp，Hsd17b6，Hsd3b5，Idi1，Igfals，Igfbp2，Igj，Irf5，Keg1，Lama3，Lifr，Mcm10，Mup1，Mup11，Mup12，Mup14，Mup15，Mup17，Mup2，Mup7，Mup10，Nrep，Phlda1，Rapgef4，Rbbp4，Scnn1a，Selenbp2，Serpina1e，Serpine2，Smad9，Sntg2，Sort1，Spsb4，Tspan33，Tstd1，Ttc39c |
| DEGs upregulated in HFrD induced NAFLD but downregulated in db/db mice (n=110) | 1600029D21Rik，Apobec3，Arl4d，Arpc1b，Arrb2，Bcmo1，Bst2，Camk2b，Cd300lf，Cdpf1，Chic2，Col5a3，Coro1a，Cxcl13，Eif4ebp1，Elovl2，Emr4，Fabp5，Fam46a，Gadd45g，Gbp2b，H2-Aa，H2-Ab1，H2-Dma，H2-DMb1，H2-Eb1，H2-Q7，Hapln4，Hgfac，Hk3，Ifitm3，Igfbp1，Igsf8，Il1b，Laptm5，Lpin1，Lst1，Ltbp1，Marco，Metrnl，Pdzk1ip1，Pilra，Pirb，Pld4，Ppp1r3g，Pydc4，Rps28，Rrm2，Rtp4，Slc3a1，Slc6a8，Smoc2，Syne4，Tff3 |
| DEGs upregulated in db/db but downregulated in HFrD induced NAFLD mice(n=64) | 2610305D13Rik，4931406C07Rik，9130409I23Rik，Abat，Acot1，Aldh1a1，Aldh3a2，Aspa，Chpt1，Chrna2，Cyp26a1，Cyp2b10，Cyp2c29，Cyp2c40，Cyp2c69，Cyp3a59，E2f3，Ephx1，Fmo5，Gm14325，Gm14327，Grk4，Gsta2，Ildr2，Lrit1，Nat8，Obp2a，Pm20d1，Ppp4r4，Raet1d，S1pr5，Serpinb1a，Sult1b1，Tlr5，Ugt3a1 |

# Supplementary material for: Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease
**Source:** Front Endocrinol (Lausanne). 2021 Dec 7;12:780617. doi: 10.3389/fendo.2021.780617
**Supplement:** Supplementary file 3

**Supplementary Table S3. Key DEGs significantly changed involved in lipid metabolic process in the liver of each mouse model.**

| **HFrD induced NAFLD** | | | **db/db** | | |
| --- | --- | --- | --- | --- | --- |
| Gene name | log2(fold change) | FDR | Gene name | log2(fold change) | FDR |
| Pnpla3 | 7.25963 | 0.00103855 | Pnpla3 | 4.94022 | 0.000578 |
| Apoa4 | 4.39566 | 0.00103855 | Acnat2 | 4.83398 | 0.000578 |
| Fabp5 | 3.66809 | 0.00103855 | Mogat1 | 4.55085 | 0.000578 |
| Elovl6 | 3.16709 | 0.00103855 | Mogat2 | 4.53059 | 0.000578 |
| Acly | 3.08555 | 0.00103855 | Cd36 | 4.45396 | 0.000578 |
| Acacb | 2.9914 | 0.00103855 | Atp8b5 | 3.59469 | 0.000578 |
| Fasn | 2.7762 | 0.00103855 | Vldlr | 3.57999 | 0.000578 |
| Elovl5 | 2.72147 | 0.00103855 | Smpd3 | 3.17173 | 0.002417 |
| Acaca | 2.51125 | 0.00103855 | Elovl6 | 3.11782 | 0.000578 |
| Apoc2 | 1.54845 | 0.00103855 | Scd1 | 3.04407 | 0.000578 |
| Fabp4 | 1.53441 | 0.00103855 | Elovl5 | 2.46632 | 0.000578 |
| Lpin1 | 1.46698 | 0.00103855 | Gpam | 2.4615 | 0.000578 |
| Insig2 | 1.20968 | 0.00103855 | Insig2 | 2.36451 | 0.000578 |
| Fads2 | 1.16528 | 0.00103855 | Pparg | 2.28283 | 0.000578 |
| Acsl5 | 1.09119 | 0.00103855 | Acot11 | 2.10149 | 0.000578 |
| Cd36 | 1.08641 | 0.00103855 | Fasn | 2.07406 | 0.000578 |
| Smpd3 | 1.07576 | 0.0801825 | Pebp1 | 1.96733 | 0.000578 |
| Gpam | 2.23793 | 0.00103855 | Thrsp | 1.93499 | 0.000578 |
| Abcd2 | 1.53855 | 0.00103855 | Abca3 | 1.84776 | 0.000578 |
| Ppargc1a | 1.20591 | 0.0637676 | Abhd2 | 1.72915 | 0.000578 |
| Cyp7b1 | -2.01936 | 0.00103855 | Slc27a3 | 1.66773 | 0.04015 |
| Acot1 | -1.5879 | 0.00103855 | Scd2 | 1.66453 | 0.000578 |
| Cyp1a2 | -1.37627 | 0.00103855 | Apoa4 | 1.64582 | 0.000578 |
|  |  |  | Acaa1b | 1.5756 | 0.000578 |
|  |  |  | Acly | 1.45867 | 0.000578 |

# Supplementary material for: Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease
**Source:** Front Endocrinol (Lausanne). 2021 Dec 7;12:780617. doi: 10.3389/fendo.2021.780617
**Supplement:** Supplementary file 4

**Supplementary Table S4. Top 20 overrepresented pathways of KEGG analysis of DEGs in HFrD group (according to P value).**

| **Pathway ID** | **Definition** | **Fisher-P value** | **Selection Counts** |
| --- | --- | --- | --- |
| **UP-regulated** | | | |
| mmu04152 | AMPK signaling pathway | 0.000621 | 15 |
| mmu04612 | Antigen processing and presentation | 0.010518 | 10 |
| mmu01040 | Biosynthesis of unsaturated fatty acids | 0.000139 | 7 |
| mmu01200 | Carbon metabolism | 8.90E-13 | 27 |
| mmu04514 | Cell adhesion molecules (CAMs) | 0.00516 | 16 |
| mmu00061 | Fatty acid biosynthesis | 0.002775 | 4 |
| mmu00062 | Fatty acid elongation | 0.027152 | 4 |
| mmu01212 | Fatty acid metabolism | 1.19E-05 | 11 |
| mmu04640 | Hematopoietic cell lineage | 0.014446 | 9 |
| mmu05321 | Inflammatory bowel disease (IBD) | 0.001135 | 9 |
| mmu04910 | Insulin signaling pathway | 0.000543 | 16 |
| mmu04672 | Intestinal immune network for IgA production | 0.041883 | 5 |
| mmu04940 | Type I diabetes mellitus | 0.019902 | 8 |
| mmu05416 | Viral myocarditis | 0.009119 | 10 |
| **DOWN-regulated** | | | |
| mmu00590 | Arachidonic acid metabolism | 1.42E-07 | 12 |
| mmu04976 | Bile secretion | 0.049128 | 4 |
| mmu04750 | Inflammatory mediator regulation of TRP channels | 3.14E-05 | 11 |
| mmu00591 | Linoleic acid metabolism | 3.14E-13 | 14 |
| mmu00980 | Metabolism of xenobiotics by cytochrome P450 | 5.46E-14 | 16 |
| mmu04146 | Peroxisome | 0.005423 | 6 |

# Supplementary material for: Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease
**Source:** Front Endocrinol (Lausanne). 2021 Dec 7;12:780617. doi: 10.3389/fendo.2021.780617
**Supplement:** Supplementary file 5

**Supplementary Table S5. Top 20 overrepresented pathways of KEGG analysis of DEGs in db/db group (according to P value).**

| **Pathway ID** | **Definition** | **Fisher-P value** | **Selection Counts** |
| --- | --- | --- | --- |
| **UP-regulated** | | | |
| mmu04152 | AMPK signaling pathway | 0.0343868 | 9 |
| mmu00590 | Arachidonic acid metabolism | 5.64E-05 | 12 |
| mmu04976 | Bile secretion | 0.0007024 | 9 |
| mmu01040 | Biosynthesis of unsaturated fatty acids | 1.68E-07 | 9 |
| mmu01200 | Carbon metabolism | 0.0197401 | 9 |
| mmu00061 | Fatty acid biosynthesis | 0.011207 | 3 |
| mmu00062 | Fatty acid elongation | 2.04E-05 | 7 |
| mmu01212 | Fatty acid metabolism | 7.53E-06 | 10 |
| mmu04750 | Inflammatory mediator regulation of TRP channels | 0.0117239 | 10 |
| mmu00591 | Linoleic acid metabolism | 0.0071554 | 6 |
| mmu00980 | Metabolism of xenobiotics by cytochrome P450 | 0.0003612 | 9 |
| mmu04146 | Peroxisome | 0.0005409 | 10 |
| **DOWN-regulated** | | | |
| mmu04612 | Antigen processing and presentation | 0.0096983 | 7 |
| mmu04514 | Cell adhesion molecules (CAMs) | 0.0041431 | 11 |
| mmu04640 | Hematopoietic cell lineage | 0.0053758 | 7 |
| mmu05321 | Inflammatory bowel disease (IBD) | 9.39E-05 | 8 |
| mmu04910 | Insulin signaling pathway | 0.0239779 | 8 |
| mmu04672 | Intestinal immune network for IgA production | 0.0040178 | 5 |
| mmu04940 | Type I diabetes mellitus | 0.0005572 | 8 |
| mmu05416 | Viral myocarditis | 0.0005144 | 9 |

How the deposited data were processed for this re-analysis (not part of the article)

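Liver mRNA was measured by RNA-Seq in 8 mice, 4 on the ND and 4 on the HFrD, each as 1 library. The authors deposited 1 table of FPKM values, with 1 value for each of 22564 protein-coding genes in each library and no pooling of mice. Before that, they trimmed the reads with Cutadapt 1.9.3 and aligned them to mm10 with HISAT2 2.0.4. Cufflinks and Cuffdiff are named in the submitters' processing notes, and the paper's text does not name their versions, an annotation release or a strand setting for RNA-Seq. The deposited FPKM are already scaled to the fragments of each library, and fold changes or p-values of the authors' own comparisons were not used. The paper names NEBNext Ultra II Directional libraries and the labels TruSeq stranded libraries, a difference that could not be settled. The MeRIP-Seq samples and the *db/db* mice were not analysed here.

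Diet and mouse number were taken from the submitters' labels and the paper. Gene positions are those of GENCODE release M21 on GRCm38, which is the assembly called mm10. Of the gene identifiers in the table, 21839 were found there, and for 21813 of these the locus given by the authors overlaps that position. The authors' loci are shared by 2 or more genes for 5877 genes, so that values of overlapping genes, like those of near-identical copies such as the Mup, Saa, Cyp2c, Ces and Ugt2b genes, are uncertain. A value of 0 was listed in every library for 6739 genes.

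From the deposited FPKM, log2(FPKM + 1) was computed, and genes with a mean of at least 0.5 FPKM over the 8 libraries were kept, which left 11476. They were tested with limma 3.58.1 in R 4.3.3, by eBayes with a trend of the variance over mean expression, and p values were adjusted by Benjamini and Hochberg. All p values are two-sided. Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Camera compares a list with the other genes, whereas fry asks whether the list itself changes, so they answer different questions. Single values were compared by exact permutation tests over all 70 relabellings. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The genes named are those the paper names in its text and tables for these mice or as background (among them *Srebf1*, *Mlxipl*, *Ythdc2*, *Ccl2* and *Icam1*), the 10 largest rises and the 10 largest falls among changed genes whose groups did not overlap, and the members with the smallest adjusted p and the highest expression of each list described. The paper's tables had been read when this rule was set. It gave 196 genes, of which 188 could be tested. The 37 lists hold 890 entries, 7 of which matched no gene in the table. The list of B and plasma cells had 2 genes above the filter and was not tested.

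The procedure was tested on simulated data with the means and spreads of the 11476 genes, in which 200 were changed. It recovered 13 of 50 genes changed by 0.5, 45 of 50 changed by 1, 49 of 50 changed by 2 and 50 of 50 changed by 3 on the log2 scale, and called 6 of the unchanged genes. Of 35 lists of unchanged genes, 0 were called, and the list of changed genes was called. The simulated genes varied independently of each other, so this cannot show how often camera calls lists of correlated genes. The depth is known only relative to ND mouse 1, from the commonest ratio between low FPKM values of the same genes, and cannot give a counting error for a single value. The share of all FPKM taken by the Mup genes was 7.79 ± 1.35% (SD, n = 4) in HFrD and 13.6 ± 1.38% (SD, n = 4) in ND libraries. The share taken by mitochondrial genes was 4.90 to 6.00% in HFrD and 4.47 to 4.78% in ND libraries, without overlap.

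The alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 1 FPKM, quantile normalization, equal medians, array weights, a variance model without trend, the mouse number as a block, and each library left out in turn. A fit without HFrD mouse 1 and ND mouse 7 was chosen after seeing the data.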

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

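In this part, the tests of the hepatocyte share, of swapped labels, of the feeding state, of the Mup genes and of the female-biased genes were chosen only after the results were seen.

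In 374 groups of 4 mice (each named gene tested, in each diet, without *A4gnt* and *Pnpla5* in ND, which were at 0 in all 4 mice), the distance of the highest or lowest mouse to the nearest of the others was compared with the range of the group, on the log2(FPKM + 1) scale. Dixon's critical value for 4 values is passed by chance in 5% of groups, which would be about 19, and it was passed in 16. In HFrD mouse 1, *Tm6sf2* was the lowest with 8.99 FPKM (ratio 0.917; others 13.6 to 14.1) and *Slc10a1* the lowest with 276.1 FPKM (ratio 0.831; others 335.8 to 349.5). HFrD mouse 2 was the highest for *Ccl2* (ratio 0.846; others 0.489 to 0.622 FPKM) and for *Ifi44* with 7.86 FPKM (ratio 0.835; others 3.87 to 4.37). *Cyp1a2* was the lowest in HFrD mouse 5 (ratio 0.895) and *Tnfrsf1b* the highest in HFrD mouse 7 with 10.6 FPKM (ratio 0.936). Among ND mice, mouse 1 was the lowest for *Adipor2* (ratio 0.858) and mouse 3 the highest for *Rpl21* with 17.0 FPKM (ratio 0.872). ND mouse 6 was the lowest for *Ppargc1a* with 0.682 FPKM (ratio 0.907; others 1.93 to 2.10), *C1qc* (ratio 0.910), *Ecm1* (ratio 0.844) and *H2-Aa* (ratio 0.835). ND mouse 7 was the highest for *Pmvk* with 40.9 FPKM (ratio 0.945; others 19.4 to 20.2), *Idh1* (ratio 0.848) and *Chrna4* with 1.94 FPKM (ratio 0.832), and the lowest for *Cyp2c37* (ratio 0.893).

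Of the Kupffer cell and interferon genes, 11 of 21 and 14 of 43 were higher in HFrD livers, with list medians of 0.80 and 0.57 (log2) and no call for either list with an estimated correlation (adjusted p = 0.254 and 0.262). A lower share of hepatocytes would raise the markers of every other cell type, though less on this scale for genes with low FPKM. Endothelial and stellate markers did rise (by 0.32 and 0.33 per mouse, exact permutation p = 0.0286 each). Cholangiocyte markers, of which only 6 of 11 were tested, had 0.04. The Kupffer cell list rose by 0.58 more than the mean of these 3 lists (exact permutation p = 0.0286). Against the stellate list alone it rose by 0.48 more, which missed separation (exact permutation p = 0.0571). A lower share is thus less likely to be the whole cause for the Kupffer cell list, but this is not settled with so few cholangiocyte genes. A part of the rise could come from it. Deeper HFrD libraries would raise random lists of the same mean level, but the highest of 10000 such lists reached a median of 0.27 for the Kupffer cell list. A response of macrophages to the diet, in number or in expression, may lie behind both lists, which is a hypothesis found on these data; the share of mitochondrial genes also separated the diets, and whether it bears on these lists was not tested.

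HFrD mouse 1 and ND mouse 7 lay between the diets, at 0.552 and 0.721 of the distance to their own diet over the genes called without them. Swapped labels would put Kupffer cell genes of HFrD mouse 1 at the ND level, but these lay at 1.37. RNA of an ND liver mixed into HFrD mouse 1 would keep it from being the highest HFrD mouse, and it was so in 7.74% of the 659 higher genes called without it, where chance gives 25.0%; this lies between what was foreseen with and without mixing, so the 2 cannot be told apart. A difference in feeding state at collection could place both mice at the ends of their diets for the lists of fatty acid oxidation and cholesterol synthesis. All 4 such placings were found, but they were set after the results were seen and so are no support. Mice that lie between the diets would show them too. Only 2 of the 4, both in ND mouse 7, went past the mean of the other mice of the other diet, so this stays open as well.

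Of 39 male-biased liver genes that depend on growth hormone, some of which the paper's tables list, 19 were lower in HFrD livers, with a list median of -0.56 (log2). Reads shared between the Mup genes of this list do not account for all of it, since its 26 other members had a median of -0.53 (exact permutation p = 0.0286 for their mean per mouse). Those 26 include close copies such as *Ces2b*, *Ugt2b1* and *Ugt2b38*, also in the drug conjugation list, whose shared reads were not tested. Scaling does not account for the fall either, since the list's median was -0.53 after quantile normalization. A loss of the male pattern of growth hormone response could also raise female-biased genes. Their median was 0.69 over 8 genes, of which 3 were higher and 1 was lower (0.19 without ND mouse 7 and 1.12 without ND mouse 6), but the list did not pass camera (adjusted p = 0.242), so this cannot be decided with so few genes expressed.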

How the results depend on the processing

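Under a pseudocount of 0.1, no filter, a filter at 1 FPKM, quantile normalization, equal medians, array weights and a variance model without trend, the counts of changed, higher and lower genes and of genes at the paper's threshold stayed within 1.5 times the values given, and 94 of the 116 named genes called and 19 of the 22 lists called kept their call in all of them. The 3 lists lost were MHC class II (adjusted p = 0.0684 with no filter), cell cycle (0.0580 at 1 FPKM) and the m6A machinery (0.0505 at 1 FPKM). With fry, which asks a different question from camera, the lists of fatty acid oxidation (0.199), ribosomal proteins (0.0791) and the m6A machinery (0.134) did not pass, while others did. The first principal component, refitted only with unit variance (31.3%) and a pseudocount of 0.1 (35.7%), separated the diets in both. Over the fits that each left out 1 mouse, changed genes ranged from 539 to 1293, higher genes from 340 to 659 and lower genes from 183 to 634, and 80 of the named genes and 19 of the lists kept their call in all 8; fewer mice were fitted there. Without HFrD mouse 1 and ND mouse 7 together, 701 genes were lower; the cause was not tested. Read as a log2 fold change over 1.5, the paper's threshold left 72 genes, since this asks for a larger fold. With a correlation estimated for each list, 2 of the 22 lists passed camera. Only mouse numbers 1 and 7 occur in both diets, and with the mouse number as a block 2 genes were changed, 2 higher and 0 lower (1737 at an unadjusted p under 0.05 in limma), and 2 named genes were called; this fit rests on the 4 mice with shared numbers. The median of the cholesterol synthesis list was 0.07 without the block (up to 0.21 without ND mouse 7) and -0.24 with it (adjusted p = 8.87e-05 from camera). Of the 4 mice behind this fit, ND mouse 7 stood apart, with a list mean of 6.43. ND mouse 1 and HFrD mice 1 and 7 had 5.73, 5.72 and 5.82, so the negative value rests largely on 1 mouse. With the block, the lists of NADPH supply (0.0548), MHC class II (0.148), fatty acid oxidation (0.202) and the m6A machinery (0.580) lost their call, for which the cause was not tested. The numbers gave no clear pairing of the mice: deviations from the group means correlated at 0.0774 for number 1 (at most -0.00307 with another number) and at -0.0137 for number 7 (up to 0.107). The authors' own p-values and count-based tests were not run, as the table used holds FPKM only. The unknown absolute depth limits statements on genes with low FPKM.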

Differences from the paper's values

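For *Slc25a48*, the paper's fold change of mRNA in Supplementary Table S1 is -8.80, and the ratio of the mean FPKM of the 2 diets gave -1.58 (negative for lower in HFrD). For *Tsku*, the paper's value is -1.93 and the ratio was -2.84. Neither gap closed under any alternative set before the data were examined that changes such a ratio: with quantile normalization, equal medians and each mouse left out, *Slc25a48* lay between -1.83 and -1.38 and *Tsku* between -3.15 and -2.54. On the same scale, 14 of the 20 genes of the table lay within 0.01 (log2) of the paper's value. In the other 6 rows, named *Slc25a48*, *Asap3*, *Cd276*, *Tsku*, *Pcp4l1* and *Lifr*, the printed fold lay within 0.01 of that of the gene at the row's own peak position, which is *Selenbp2*, *Slc25a48*, *Asap3*, *Cyb5rl*, *Tsku* and *Pcp4l1*. The log2 fold changes of Supplementary Table S3 lay within 0.01 of the log2 ratio of mean FPKM in 23 of 23 genes.

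The paper's counts of 1104 genes, 748 higher and 356 lower, stood against 869, 571 and 298 here at a fold of 1.5 and an unadjusted p under 0.05, and no ratio exceeded 1.5. The fold here was taken on the log2(FPKM + 1) scale, whereas the paper's folds match ratios of mean FPKM, so the counts differ in measure. Of the 20 genes named in Supplementary Table S1, 15 passed this threshold here, and 19 with the fold as a ratio of mean FPKM. With a pseudocount of 0.1, set before the data were examined, the count was 1233. Read as a log2 fold change over 1.5, the threshold gave 72 genes, though smaller folds stand in the paper's own tables. With a fold of 1.5 and an adjusted p under 0.05 it gave 609. After quantile normalization, 474 genes were higher at the paper's threshold.

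The paper takes the genes of Supplementary Tables S1 and S3 as significantly changed, although Table S3 itself gives an FDR of 0.0802 for *Smpd3* and 0.0638 for *Ppargc1a*. For *Smpd3*, missing an adjusted p under 0.05 here (0.0661) is therefore no difference from the paper's own value. Of the 20 of Table S1, 12 passed an adjusted p under 0.05 here and 19 an unadjusted one, and of the 23 of Table S3, 20 and 23. Of those that missed the adjusted p, quantile normalization called *Asap3* (0.0476), *Cd276* (0.0180) and *Pcp4l1* (0.0278). Equal medians called *Cd276* (0.0406) and *Pcp4l1* (0.0428). Array weights called *Cd276* (0.0356), *Pcp4l1* (0.0351), *Acot1* (0.0497) and *Fabp4* (0.0296), and the model without trend *Cd276* (0.0400). Leaving out HFrD mouse 1 called *Asap3* (0.0149), *Cd276* (0.0392), *Acot1* (0.0444) *Fabp4* (0.00825) and also *Pcp4l1*. Leaving out HFrD mouse 2 called *Saa1* (0.00857), leaving out ND mouse 3 *Smpd3* (0.0338) and leaving out ND mouse 7 *Acot1* (0.0442). Leaving out HFrD mouse 1 and ND mouse 7 together, chosen after seeing the values, called *Asap3* (0.0282), *Pcp4l1* (0.0232), *Acot1* (0.0181) and *Fabp4* (0.0130). The adjusted p of *Ces2b*, *Raet1d*, *Serpinb1a* and *Slc25a48* was at least 0.0550, 0.116, 0.0918 and 0.0601 in every setting run. The paper builds a protein network from genes with changed m6A and mRNA and names *Pparg* and *Sirt1* in it. Their adjusted p was at least 0.0658 and 0.278 in every setting run, with unadjusted p of 0.0135 and 0.304 from limma. It also places cellular responses to oxidative stress among terms that were up-regulated in HFrD mice, whereas of 24 genes fixed for oxidative stress and Nrf2 targets, a list that differs from the paper's term, 4 were higher and 6 were lower.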

Other observations

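Several genes of bile acid synthesis and transport were lower in HFrD livers. Of 20, 8 were lower and 2 were higher (13 and 2 when adjusted over the list alone). The median log2 fold change was -0.43 (adjusted p = 4.25e-07 from camera; adjusted p = 0.220 with an estimated correlation). *Acox2*, the gene of a peroxisomal oxidase of bile acid intermediates, fell from 81.0 ± 7.10 to 50.6 ± 2.27 FPKM (SD, n = 4 each; log2 fold change -0.66, adjusted p = 0.00195 from limma). *Cyp2c70*, the gene of the P450 that makes muricholic acids, fell from 648 ± 125 to 278 ± 54.8 FPKM (SD, n = 4 each; -1.22, adjusted p = 0.00300). *Slc10a1*, the gene of the bile acid uptake transporter NTCP, rose by 0.64 (adjusted p = 0.00433), and *Scp2* had -0.24 (adjusted p = 0.183). Among 39 male-biased liver genes, 19 were lower and 0 were higher (25 and 1 when adjusted over the list alone; adjusted p = 2.05e-14 from camera, and 0.0253 with an estimated correlation), for example *Ugt2b1* with 240 ± 42.1 against 530 ± 64.8 FPKM (SD, n = 4 each; log2 fold change -1.15, adjusted p = 0.00166 from limma). *Serpina3k* and *Mup3*, abundant members, had log2 fold changes of -0.37 (adjusted p = 0.0652) and -0.33 (adjusted p = 0.0739).

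Of 21 genes of m6A writers, erasers and readers, 0 were higher and 2 were lower, also when adjusted over the list alone. They were the reader gene *Ythdf3* (log2 fold change -0.39, adjusted p = 0.0284 from limma) and *Hnrnpc* (-0.38, adjusted p = 0.0434). Their calls held in 3 and 1 of the 8 fits that each left out 1 mouse (adjusted p up to 0.0781 and 0.106, both without HFrD mouse 5). The list's median was -0.11 (adjusted p = 0.0374 from camera, 0.476 with an estimated correlation), and -0.02 without ND mouse 3 (adjusted p = 0.137). *Alkbh5*, a demethylase gene, had a log2 fold change of 0.01 (adjusted p = 0.954), and *Fmr1* and *Ythdc2*, which the paper discusses, had 0.04 (adjusted p = 0.810) and -0.13 (adjusted p = 0.530).

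Of 24 genes of cholesterol synthesis, 1 was higher, *Pmvk* (log2 fold change 1.12, adjusted p = 0.0190), and 2 were lower, *Sc4mol* (-1.03, adjusted p = 0.0189) and *Idi1* (-0.72, adjusted p = 0.0228), against 2 and 3 when adjusted over the list alone. The list did not pass (adjusted p = 0.827 from camera; 0.0207 without ND mouse 7). The calls of *Pmvk*, *Sc4mol* and *Idi1* held in 3, 6 and 5 of the 8 fits that each left out 1 mouse (adjusted p up to 0.0583 without ND mouse 3, and 0.0541 and 0.0636 without HFrD mouse 7). Of 32 ribosomal protein genes 1 was higher, with a median of 0.18 (adjusted p = 2.72e-04 from camera; 0.473 with an estimated correlation and 0.0791 with fry; none passed when adjusted over the list alone). Of 13 cell cycle genes 3 were higher (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0197 from camera, 0.262 with an estimated correlation and 0.0986 without HFrD mouse 7). The lists of the circadian clock (adjusted p = 0.103), ER stress (0.166), immediate early genes (0.754), T and NK cells (0.615), neutrophils (0.677), red blood cells (0.975), cholangiocytes (0.975) and neighbouring tissue (0.210) did not pass camera in the fit described. Calls were gained by ER stress without HFrD mouse 1 (0.00434), neighbouring tissue with a filter at 1 FPKM (0.0394), the circadian clock with the mouse number as a block (0.0292) and T and NK cells with fry (0.0259).

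Every division of the 8 mice into 4 and 4 was fitted in the same way, 35 in all. For changed genes, the real division gave 1047 and the highest other 1, for higher genes 624 and 1, for lower genes 423 and 1, for genes at the paper's threshold 869 and 438, and for gene lists 22 and 21, each division and its mirror taken together. In each case 1 of the 35 divisions, the real one, gave a result as large, and 1 in 35 is the smallest share that 8 mice allow. Every other division mixes the diets, so a difference between them adds to the spread within its groups and lowers its counts. Chance is therefore not excluded beyond this share. The number of lists called by camera with its preset correlation separates the real division poorly, as 21 were called with HFrD mouse 2 in the place of ND mouse 7.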
